# A comprehensive gene expression atlas of sex- and tissue-specificity in the malaria vector, *Anopheles gambiae*

**DOI:** 10.1186/1471-2164-12-296

**Published:** 2011-06-07

**Authors:** Dean A Baker, Tony Nolan, Bettina Fischer, Alex Pinder, Andrea Crisanti, Steven Russell

## Abstract

**Background:**

The mosquito, *Anopheles gambiae*, is the primary vector of human malaria, a disease responsible for millions of deaths each year. To improve strategies for controlling transmission of the causative parasite, *Plasmodium falciparum*, we require a thorough understanding of the developmental mechanisms, physiological processes and evolutionary pressures affecting life-history traits in the mosquito. Identifying genes expressed in particular tissues or involved in specific biological processes is an essential part of this process.

**Results:**

In this study, we present transcription profiles for ~82% of annotated *Anopheles *genes in dissected adult male and female tissues. The sensitivity afforded by examining dissected tissues found gene activity in an additional 20% of the genome that is undetected when using whole-animal samples. The somatic and reproductive tissues we examined each displayed patterns of sexually dimorphic and tissue-specific expression. By comparing expression profiles with *Drosophila melanogaster *we also assessed which genes are well conserved within the Diptera versus those that are more recently evolved.

**Conclusions:**

Our expression atlas and associated publicly available database, the MozAtlas (http://www.tissue-atlas.org), provides information on the relative strength and specificity of gene expression in several somatic and reproductive tissues, isolated from a single strain grown under uniform conditions. The data will serve as a reference for other mosquito researchers by providing a simple method for identifying where genes are expressed in the adult, however, in addition our resource will also provide insights into the evolutionary diversity associated with gene expression levels among species.

## Background

For organisms in which large-scale mutagenic studies are problematic, gene expression catalogues are an important tool for annotating processes on a gene-by-gene basis. In the malarial vector *Anopheles gambiae*, studies have focused on differential expression in males and females [1,2], on samples collected before and after the bloodmeal [2,3] and in dissected tissues such as the midgut [2], salivary glands [4,5], ovaries [2,6], head and carcass [7,8]. However, since these studies often involve different mosquito strains, different experimental platforms and analysis by different statistical methods, comparison among treatments is challenging. Here, we provide a comprehensive expression atlas and associated publicly available database, the MozAtlas (http://www.tissue-atlas.org), cataloguing the relative strength and specificity of gene expression in tissues of male and female mosquitoes using a single genome-wide platform, protocol and analysis.

We employed transcriptional profiling to analyse RNA levels in whole body mosquito samples, eight separate somatic tissues (head, salivary gland, midgut, Malpighian tubules, thoracic and abdominal carcass) and the reproductive tissues (testis, accessory gland, ovary) of males and females separately. In common with the majority of sexually reproducing organisms, *Anopheles *has specialized reproductive traits. Of particular interest is the female-specific activity of blood-feeding, which provides protein for egg development and is a key determinant in *Plasmodium *transmission. In contrast, male mosquitoes feed entirely on sugar, are not adapted for digesting blood and do not transmit malaria. Consequently, those tissues involved in acquiring, ingesting and digesting blood are expected to display substantial sexual dimorphism at the level of gene expression.

In this paper we summarize the functions and sequence level divergence of genes with sexually dimorphic or tissue enriched expression patterns to determine which genes, if any, are rapidly evolving. In addition, by comparing *Anopheles *expression profiles with matched tissues in *Drosophila melanogaster*, we assess evolutionary conservation of expression profiles within the Diptera and identify genes recently evolved in *Anopheles *with tissue specific patterns of expression. Such traits provide ideal candidates for use in population control, where vital or fertility-related genes may be targeted by genetic knockout [9]. With the ongoing development of insect genetics it has become increasingly likely that some pest populations, including mosquitoes, may be controlled with genetic modification [10-15].

## Results

### Gene expression coverage

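RNA from adult mosquitoes was hybridized to 60 Affymetrix arrays, 4 biological replicates for each of 15 groups. The groups were the head, carcass, midgut, Malpighian tubules, salivary gland and whole body of females and of males, the ovary, the testis and the male accessory gland. Each replicate pooled tissue from at least 10 mosquitoes at each of 3 time points (24, 48 and 72 h after the females' blood meal), with 50 ng of total RNA amplified per array. The authors summarized each array as 22761 probe sets, here called probes as in the paper, with GCRMA, a background correction and summary for Affymetrix arrays (no version given). The values are intensities on a linear scale that were normalized within each tissue, males and females together. The lowest intensity was the same on all arrays of a tissue and ranged between tissues from 5.1 in the testis to 5.3 in the salivary gland, so levels in different tissues are not on a common scale. Values were taken as log2, and the 16884 probes with *Anopheles* identifiers (beginning with Ag) were kept. A probe was called detected in a group when its log2 intensity was at least 5 in at least 3 of the 4 arrays, in place of the mismatch calls, which were not used here. On a single array between 3501 probes (male salivary gland) and 5779 probes (testis) passed that limit. Males and females of a tissue were compared with limma, a linear model with variances shared across probes, and a probe was called sex-biased at a fold change of at least 2 and an adjusted p under 0.05. The 4 arrays per group limit the precision of every mean. The intensity table names no genes. Gene identifiers were joined to probes through the relative abundance (RA) values in the parts of Tables S2 and S3 used here, the first 1998 rows of each, which hold 2738 different mosquito genes. By their titles both cover 1:1 orthologues, so genes without such an orthologue in *Drosophila* could not be named. Of 1352 genes with RA above 0 in at least 3 tissues, 1173 had RA values that matched exactly 1 probe within 0.0006 in each of those tissues. Tissues with RA of 0 were left out of the match, and RA of the probes was computed over the rest. After shuffling the RA values among the tissues above 0, 0.278% of genes found such a match. Genes are therefore named only by their AGAP identifiers, and only those 1173 could be named. Each of them has RA above 0, a present value in the authors' tables, in at least 3 tissues. Genes present in fewer tissues by those values could not be named, and a named gene called specific here is so only by the limit used.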

We have analysed gene expression among *Anopheles *males and females using Affymetrix whole-genome microarrays. The microarray platform contains 16,942 unique *Anopheles *probes corresponding to 10,622 of the annotated protein-coding genes, equating to 82% of the genes in the genome. Female tissues were dissected at 24 hour intervals for a three day period following the blood-meal to provide information on the relative strength and specificity of gene expression in adult mosquito tissues throughout oogenesis. Equivalent male tissues were dissected from siblings in parallel. Array quality was first assessed by calculating the Pearson correlation coefficient between samples. 

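Replicate arrays of the same tissue and sex were close to each other in all 15 groups. By Pearson correlation of log2 intensity the testis replicates were the closest, at 0.989 to 0.995 over the 6 pairs of arrays. The female head (mean 0.989 ± 0.0023, SD over the pairs) and the male Malpighian tubules (0.988 ± 0.0027) followed. The ovary varied most by this measure. Its lowest pair correlated at 0.939, and replicate 4 of the ovary had a mean correlation of 0.948 with the other replicates, against 0.970 to 0.978 for the rest. In every other group the lowest pair reached at least 0.968, the value in the male salivary gland. The ranking depends on the measure: by Spearman correlation the ovary had a mean of 0.956 and the male salivary gland the lowest (0.918), whereas over detected probes alone the lowest pair of the ovary was at 0.733. Each of the other correlations runs over all 22761 probes of a pair, which are not independent replicates, so no p-value is given.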

Gene expression was highly similar among replicates (R>= 0.92), indicating that variation in our experiment was low (Additional File 1). While indicating biological replicates are highly consistent, individual-to-individual variation in gene expression will of course be masked by the effect of tissue pooling. After quality control, we detected expression of 10,031 probes corresponding to 7253 unique genes across *Anopheles *tissues. 

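Of the 16884 *Anopheles* probes, 8254 were detected in at least 1 of the 15 groups. AGAP001826, a lipophorin, was bright in the carcass, at a log2 intensity of 13.08 ± 0.34 in females and 12.76 ± 0.47 in males (SD, n = 4). In the midgut it reached 5.16 ± 0.66 in females and 6.11 ± 1.09 in males. AGAP010147, the muscle myosin heavy chain, was at 8.25 ± 1.03 in the male carcass and stayed under the detection limit in the Malpighian tubules of both sexes. Both genes were on lists of tissue markers drawn up before their values were seen. Intensities were normalized within tissue, so these levels rank tissues only roughly. The count depends on the limit that stands in for the mismatch calls: with the limit at the 95th percentile of the probes whose identifiers begin with Pf of each array, a choice made after the data were seen, 13728 probes were detected.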

Hierarchical clustering with probe intensities indicates good discrimination of tissues, with expression distributed according to tissue and sex (Additional File 2). 

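Every one of the 60 arrays had an array of its own tissue and sex as its nearest neighbour by Euclidean distance over the log2 intensities. The accessory gland lay nearest to the male salivary gland, at a distance of 152 between group means, and the ovary nearest to the female whole body, also at 152. The testis stood farthest from all other groups: its nearest neighbour, the female whole body, was 219 away. In the tree by average linkage the midgut joined the Malpighian tubules of both sexes at a height of 164, and the testis joined all other groups last, at 251. By complete linkage it joined the ovary and female whole body first, at 233. By average linkage the accessory gland joined the salivary gland as deposited (160), but after quantile normalization of all 60 arrays it joined the carcass, head and salivary gland together. Because the authors normalized within tissue, part of the distance between tissues cannot be separated from that step. The nearest neighbours of all 60 arrays were within their own group under both scalings.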

The fraction of expressed genes varied from 51% to 74% among samples (Figure 1B). 

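The testis expressed the largest share of the detected probes, 67.6% (5583 probes). With probes detected in either sex of a somatic tissue counted together, the accessory gland expressed the smallest share of the dissected tissues, 45.6% (3761 probes). The carcass (53.9%), ovary (53.9%), Malpighian tubules (53.5%) and head (50.7%) lay close together. The salivary gland (48.9%) and midgut (46.6%) expressed fewer. In single groups the share ran from 42.0% in the female midgut to that of the testis. The male midgut (42.8%) and the salivary gland of males (42.9%) and females (43.8%) then also lay below the accessory gland, itself a single group. The whole body of both sexes together held 70.5%. Shares are of the 8254 probes detected anywhere, and intensities were normalized within tissue, so a common limit of 5 is not equally strict in each tissue.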

Corresponding *Drosophila *organs analyzed on a similar array platform using the same normalization procedure, found similar levels of relative gene activity. 

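Of 8199 probes detected in at least 1 dissected tissue, 29.7% (95% Wilson interval 28.7 to 30.7) were not detected in the whole body of either sex. AGAP007138 is an example. It was at 9.82 ± 0.19 in the accessory gland, and in the whole body it stayed at 3.98 ± 0.89 in females and 3.42 ± 0.13 in males (SD, n = 4). AGAP002429, at 12.19 ± 0.23 in the accessory gland, was not detected in either whole body. A group of 2197 probes (26.8%, 25.9 to 27.8) was detected in all 8 dissected tissues, and 2263 (27.6%) in a single one. Of the latter, the testis accounted for the most. Both shares move with the detection limit. These intervals cover sampling of probes only, and whole-body and dissected arrays were normalized separately.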

Approximately 20% of *Anopheles *transcripts in dissected samples are absent from whole-body estimates, and only a third of transcripts are recorded across all tissues (Figure 1B).

**Figure 1:**
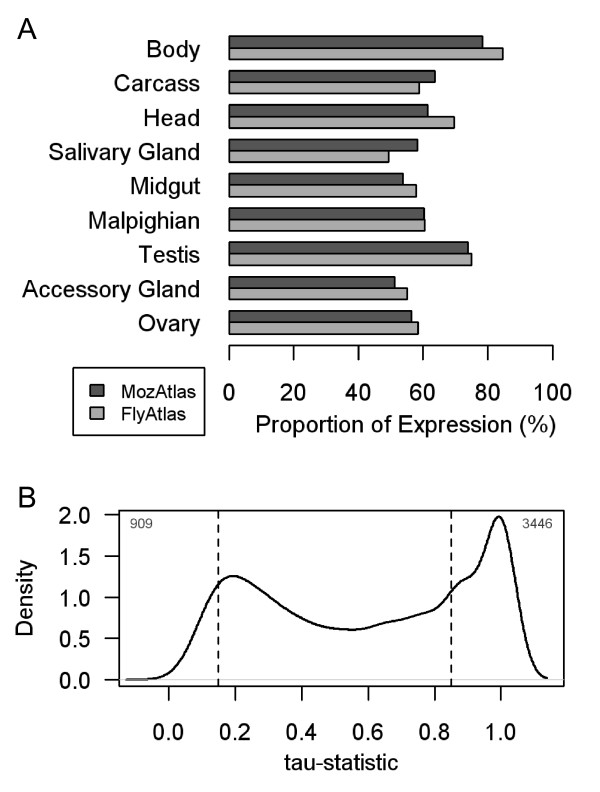
**Global expression coverage**. **(A) **The proportion of probes giving at least 3 out of 4 mismatch calls in either male or female samples for tissue in the MozAtlas and FlyAtlas. **(B) **Tissue breadth. "House-keeping" genes were identified to have a tau-statistic under 0.15 (n = 909), and narrow expression a tau-statistic above 0.85 (n = 3446). Overall, only a third of genes were detected in all tissues.

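Broadly and narrowly expressed probes were counted with the tau-statistic over the 8 dissected tissues, from mean log2 intensities set to 0 where a probe was not detected. Among 8199 probes, 734 had a tau under 0.15 and 3467 a tau above 0.85. Among the genes most enriched in the accessory gland, AGAP009818 was detected in all 8 tissues, whereas AGAP007093 was detected in the accessory gland alone. AGAP001735 and AGAP009741 were detected in the testis alone by the limit used here. For every gene named, though, RA was above 0 in at least 3 tissues. Both counts depend on how the values are treated: from linear intensities 2 probes had a tau under 0.15 and 4880 above 0.85, and with undetected values kept as measured 834 and 0 did. The statistic compares tissues that were normalized separately.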

### Sexually dimorphic gene expression

To investigate sexually dimorphic expression, a linear model was fit to male and female tissue samples. On the basis of differential expression, we identified probes as either male-biased or female-biased with a 2-fold change of intensity and statistical significance at the Q<0.05 level (Additional File 3). 

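Sex bias in at least 1 tissue was found for 4966 of the 8254 detected probes, or 60.2% (95% interval 59.1 to 61.2), and 3287 of them (39.8% of detected) were called in a dissected somatic tissue. A small set was biased the same way everywhere: 13 probes were female-biased and 12 male-biased in all 5 somatic tissues. AGAP000881, on the X chromosome, was higher in females in each, at 12.71 ± 0.34 against 6.25 ± 0.36 in the carcass (log2 intensity, SD, n = 4 per sex). AGAP012247 and AGAP006548 were likewise female-biased throughout, the former at 7.90 ± 0.66 against 2.90 ± 0.26 in the midgut. AGAP004197 and AGAP010142 were male-biased throughout: AGAP004197 reached 12.40 ± 0.21 in the male midgut and 8.46 ± 0.42 in the female. Most somatic calls were confined to a single tissue, with 2058 of the 3287 (62.6%) called in 1 of the 5. AGAP002425, the most male-biased midgut gene with an identifier (11.34 ± 0.26 in males, 4.15 ± 0.99 in females), was male-biased in 4 of the 5. The others were the carcass (7.08 against 4.31), salivary gland (8.01 against 5.26) and Malpighian tubules (8.87 against 4.22). In the head of both sexes AGAP002425 was under the detection limit. Whether the sex difference varied between somatic tissues was tested for 6206 probes with limma's moderated F-test of the sex by tissue terms, and it did for 4415 (adjusted p under 0.05). At a log2 fold change of at least 2, a stricter limit than the one in the methods, 30.7% of the detected probes were sexually dimorphic.

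**Figure D1:**
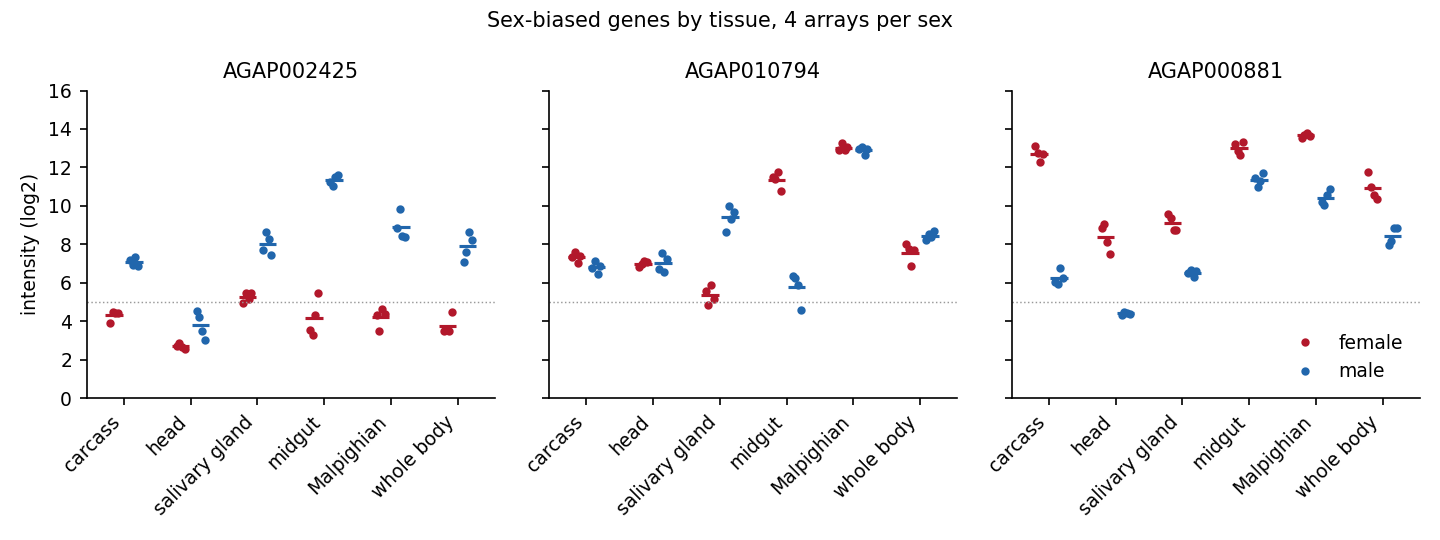
Log2 intensity of AGAP002425, AGAP010794 and AGAP000881 in the 5 somatic tissues and the whole body, with 1 point per array (4 per sex), a line at each mean and a dotted line at the detection limit of 5. AGAP002425 was highest in the male midgut (11.34), AGAP010794 was female-biased in the midgut (11.36 against 5.76) and male-biased in the salivary gland (5.36 against 9.40), and AGAP000881 was higher in females in all tissues shown; tissues were normalized separately.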

Overall, 54% of genes are sexually dimorphic in at least one organ, including a substantial degree of sex-biased expression in most somatic tissues. Of the 3924 sexually dimorphic genes, 72% are detected in whole-body male and female samples, with the remaining 28% only in dissected tissues (Figure 2A). 

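Of the 4966 sexually dimorphic probes, 3445 (69.4%) were called in the whole body and 1521 (30.6%) only in dissected tissues. AGAP010854 belonged to the second group: it was at least 15.6-fold higher in the female than in the male midgut, with values under the detection limit set to that limit, and in the whole body it was at 3.53 ± 0.43 in females and 4.11 ± 0.49 in males (log2 intensity, SD, n = 4). AGAP000040, at least 52.7-fold higher in the Malpighian tubules of females, was at 5.17 ± 0.29 and 5.09 ± 0.81 in the whole body. In contrast, AGAP008904 was at least 59.9-fold higher in the male carcass and at least 34.8-fold higher in the male whole body. For the 10 genes most biased each way in each somatic tissue, 100 calls in all, 65 were called the same way in the whole body, 28 were not called there and 7 were called the opposite way. The 7 were all female-biased in their tissue and male-biased in the whole body, as AGAP001113 of the midgut (whole body 4.11 ± 0.80 in females, 7.27 ± 0.48 in males). Of all dimorphic probes 4410 (88.8%) were detected in the whole body. Each call rests on limma's moderated test with Benjamini-Hochberg adjustment within a tissue.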

Each tissue displays a moderate degree of sexual dimorphism, however, by and large, somatic tissues are closely related irrespective of sex when clustered according to expression level (Figure 2B). Thus, each tissue exhibits a specific gene expression profile that is overlaid with sex-specific functions. 

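Females and males of the same somatic tissue were each other's nearest group in all 5 tissues. The head differed least between the sexes, with a Euclidean distance of 61.3 between the group means over the log2 intensities, and the Malpighian tubules (73.2), carcass (90.7), midgut (99.9) and salivary gland (112) followed. The whole-body groups of the sexes did not pair with each other: the male whole body lay nearest to the male carcass (112) and joined both carcasses in the tree, whereas the female whole body paired with the ovary. All 5 pairs also formed with complete linkage. As both sexes of a tissue were normalized together by the authors, that step puts pairs of the same tissue on one scale. Quantile normalization of all arrays left each of the 5 pairs in place, but it starts from values already normalized within the tissue and cannot undo that step. From this clustering the paper concludes that each tissue has an expression profile of its own on which functions of either sex are overlaid.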

Sexually dimorphic expression is most skewed in the head, with a high number of female-biased genes detected; in particular we found an over-representation of odorant receptor genes with female biased expression. However, overall, and in all other somatic tissues, there was approximately equal numbers of male- and female-biased genes.

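In the head 295 probes were female-biased and 148 male-biased, a female share of 66.6% (95% interval 62.1 to 70.8, exact binomial test, two-sided, p = 2.55e-12). Test and interval treat probes of the same arrays as independent, so they do not measure the spread between replicates. With 1 replicate left out, the share ran from 59% without replicate 2 (323 against 224 probes) to 70.6% without replicate 1 (238 against 99). Among genes with an identifier AGAP000881 was at least 10.5-fold higher in females with the male value set to the detection limit (8.39 ± 0.71 against 4.41 ± 0.07, log2 intensity, SD, n = 4), and AGAP004802 9.43-fold (11.92 ± 0.19 against 8.68 ± 0.28). AGAP001124 was at 7.25 ± 1.12 in the female head and under the limit in the male (adjusted p = 7.6e-05 from limma). Of male-biased genes detected in both sexes, AGAP010434 (11.23 ± 0.59 against 8.79 ± 0.03, 5.42-fold) and AGAP001200 (4.96-fold) differed most. AGAP008689, at 6.12 ± 0.42 in the male head and under the limit in the female, was brightest in the testis (11.28 ± 0.17). Of the 295 female-biased probes, 142 (48.1%) were also female-biased in the carcass, and 76 of the 148 male-biased probes (51.4%) were male-biased there. Over the 295 the level was higher in the female carcass than in the female head by a median of 0.88 on the log2 scale. Over the 148 male-biased probes the median of this difference was -0.43. A subset chosen after the results were seen was the 183 calls higher in the head than in the carcass of the same sex. Its female share was 47.0% (39.9 to 54.2). Head and carcass were normalized separately. The lipophorin AGAP001826, a fat body transcript, was at 12.24 ± 0.57 in the female and 11.82 ± 0.78 in the male head and did not pass the test (adjusted p = 0.464, with a difference of -0.02 without replicate 2). The tests covered 4181 probes detected in the head of either sex. Odorant receptors could not be tested as a group, since no table used here pairs their names with probes.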

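Outside the head the sexes were closer to balance. The salivary gland leaned to females (655 female-biased, 529 male-biased, 55.3%, p = 0.000277) and the whole body by less (1784 against 1661, 51.8%, p = 0.0376; exact binomial tests, two-sided). By the same exact binomial tests the carcass (670 against 802, 45.5%, p = 0.000634), midgut (551 against 628, 46.7%, p = 0.0268) and Malpighian tubules (344 against 466, 42.5%, p = 2.05e-05) leaned to males. All these tests treat probes as independent and do not measure the spread between replicates. In the midgut AGAP010865 was at 11.86 ± 0.18 in males and 5.85 ± 0.54 in females (64.1-fold, log2 intensity, SD, n = 4), and AGAP002383 at 9.37 ± 0.29 in females and 4.76 ± 0.35 in males. In the salivary gland AGAP011948 reached 13.61 ± 0.14 in females against 5.52 ± 1.52 in males (272-fold), and AGAP007138 was at 11.49 ± 0.13 against 4.09 ± 0.60. Among the male-biased genes of the salivary gland with an identifier, AGAP007851 differed most (12.19 ± 0.83 against 6.40 ± 0.57). AGAP001620 (7.20 ± 0.94 in males, 2.61 ± 0.15 in females) and AGAP002365 were brightest in the testis, at 13.61 ± 0.15 and 12.57 ± 0.08. All 10 of the most male-biased genes with an identifier there were brighter in another dissected tissue (4 in the Malpighian tubules, 3 in the carcass, 2 in the testis, 1 in the midgut), as were 6 of the 10 most female-biased, on arrays normalized separately. It held as well for all 10 of the most female-biased genes of the head and 9 of the 10 of the midgut. It did for only 4 of the carcass and 1 of the Malpighian tubules. Among the 10 most male-biased genes it held for 8 in the head, 7 in the Malpighian tubules, 5 in the carcass and 3 in the midgut. The join, limited to genes with RA above 0 in at least 3 tissues, favours genes shared between tissues. The lipophorin AGAP001826, a fat body transcript, was also higher in the female gland (12.06 ± 0.80 against 9.12 ± 0.80, adjusted p = 0.00115 from limma), although the authors rinsed the glands to remove most of the fat body. Carry-over from other tissues into the gland samples was not tested. In the Malpighian tubules AGAP000181 was at 10.30 ± 0.47 in females and under the detection limit in males, and AGAP005956 was 16.7-fold higher in males. In the carcass AGAP001124 was female-biased (8.60 ± 0.78 against 2.46 ± 0.08), and the myosin heavy chain AGAP010147 was higher in males (8.25 against 5.98, adjusted p = 0.00595, but 0.105 without a detection filter). Most of the small leanings, though not that of the midgut, depended on the scaling. After quantile normalization of all 60 arrays the female share was 50.2% in the carcass, 49.9% in the whole body, 48.9% in the Malpighian tubules and 52.6% in the salivary gland. Without replicate 1 the midgut was close to balance (563 against 573, 49.6%). At a log2 fold change of at least 2, the share was 63.8% in the carcass and 45.6% in the salivary gland. Samples of the Malpighian tubules with the same replicate number resembled each other across the sexes (correlations of the residuals 0.151 to 0.331), and with replicate number as a block 835 probes were called there in place of 810.

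**Figure D2:**
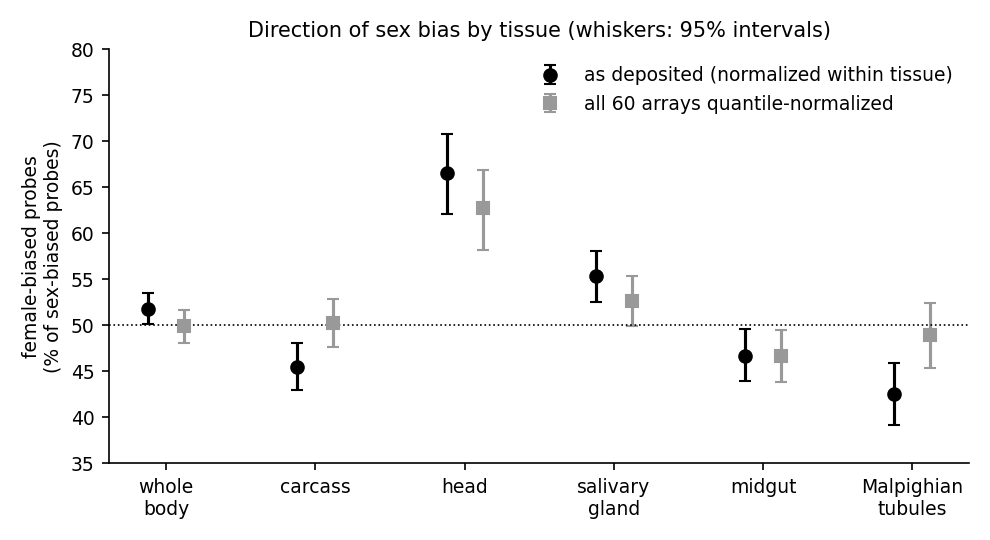
Share of sex-biased probes that were female-biased in each tissue, in percent, with whiskers for 95% intervals, for the values as deposited and after quantile normalization of all 60 arrays (the dotted line marks equal numbers). The head stood above every other tissue under both scalings, at 62.7% after quantile normalization.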

**Figure 2:**
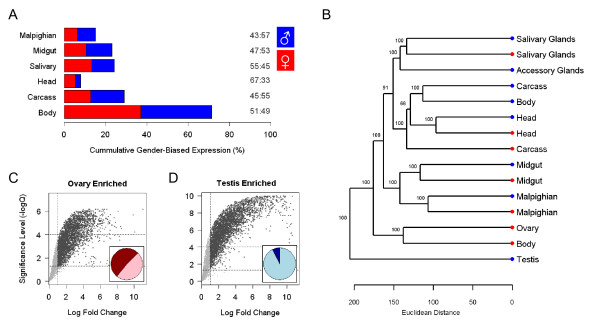
**Sexually dimorphic expression**. **(A) **The proportion of sexually dimorphic expression in each tissue versus total sexual dimorphism. The ratio of female- to male-biased expression is provided (female:male). All ratios deviate significantly from equality (Chi-squared test; P < 0.05). **(B) **Hierarchical clustering of probes among tissues and sex with Euclidean Distance; female (red), male (blue). Branch support was estimated with 10,000 bootstrapped replicates. Expression enrichment against carcass for the **(C) **ovary and **(D) **testis. Significant gonad enrichment is highlighted in dark grey (ANOVA; M > 2; Q < 0.05). Inset figures show the proportion of gonad enrichment which is also sexually dimorphic in whole-body samples, i.e. 51% female-biased (dark red); 7% male-biased expression (dark blue).

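In the ovary 2640 probes were enriched against the female carcass, and in the testis 3193 against the male carcass (log2 fold change of at least 1, adjusted p under 0.05, limma). AGAP009940 stood out in both gonads. With a carcass under the detection limit set to that limit, it was at least 282-fold higher in the testis (13.14 ± 0.13 against 2.54 ± 0.17, log2 intensity, SD, n = 4; adjusted p = 1.93e-11) and at least 69-fold higher in the ovary (11.11 ± 0.38 against 2.97 ± 0.75; adjusted p = 9.52e-08). Among genes with an identifier, by the same bound AGAP001620 (at least 392-fold) led in the testis, with AGAP001419 (at least 279-fold) next after AGAP009940. In the ovary AGAP001104 (at least 56.5-fold) came second. Of the 10 most enriched genes with an identifier, 9 in the ovary and 4 in the testis were detected in both gonads. The join, limited to genes with RA above 0 in at least 3 tissues, favours shared genes. The lipophorin AGAP001826 was lower than in the carcass in both, at 5.23 ± 1.11 in the ovary and 9.85 ± 0.59 in the testis. Gonads and carcass were normalized separately, so a fold change between them includes any difference in scale: after quantile normalization of all 60 arrays 1988 probes were testis-enriched. At a log2 fold change of at least 2, 1737 probes were ovary-enriched.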

Sexual dimorphism at the gene expression level is associated with different and distinct functional categories (Additional File 4). For example, genes with 'digestion', 'protein metabolism' and 'proteolytic' functions, especially 'serine-type endopeptidase' are over-expressed in the midgut of females. Genes enriched for 'cellular homeostasis', 'ligase activity' and 'transporter activity' are enriched in the female salivary gland, while the malpighian tubules display an over-representation of genes associated with 'ion transportation'. In comparison, male-elevated genes are largely associated with 'carbohydrate metabolic activity', 'ion transporter activity' and 'iron ion binding' within the midgut, salivary gland and Malpighian tubules, as well as the carcass. Ultimately, many of the genes elevated in either sex are of unknown function.

### Tissue specific gene expression

In the somatic and reproductive organs examined, a subset of genes showed considerable specificity (Figure 3A). The highest proportion of tissue-specific expression occurs in the testis, where approximately 10% of transcripts are unique. In comparison, ovary specific genes account for ~4% of expression in the tissue, and several of the ovary-specific genes are members of the chorion family. 

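The testis held the largest set of tissue-specific probes. Of 5583 probes detected in the testis, 1020 were detected in none of the other 7 dissected tissues, or 18.3% (95% Wilson interval 17.3 to 19.3). AGAP001735 was at 12.08 ± 0.10 in the testis (log2 intensity, SD, n = 4) and no higher than 5.25 ± 0.56 in any other dissected group (male salivary gland), and AGAP009741 was at 11.76 ± 0.14, with 5.14 ± 1.01 in the same gland. AGAP001273 was at 11.24 ± 0.19, followed by 5.19 ± 0.93 in the male Malpighian tubules. In all, 85 of the testis-specific probes had a gene identifier, and AGAP001735, AGAP009741 and AGAP001273 are the brightest of them. Each had RA above 0 in at least 3 tissues, so they are specific only by the limit used here. Only 103 of the 1020 were detected in the whole body of either sex. Tissues were normalized separately, and after quantile normalization of all 60 arrays 610 probes were specific to the testis. AGAP001620 and AGAP002365, bright in the testis, were also detected in the male salivary gland.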

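The ovary had 330 specific probes among 4452 detected in it, a share of 7.41% (95% interval 6.68 to 8.22). Few of them had a gene identifier, which only listed orthologues with RA above 0 in at least 3 tissues could receive. AGAP000680, on the X chromosome, was at 7.11 ± 0.18 in the ovary and at 4.94 ± 0.03 in the testis (log2 intensity, SD, n = 4), and AGAP001686 was at 5.83 ± 0.82. None of the 10 most enriched genes with an identifier was specific to the ovary, a result that the same condition on RA favours. AGAP001135, for example, was also detected in the testis, and AGAP000675 also in the Malpighian tubules. The share moves with the detection limit, to 4.33% at log2 4 and 11.39% at log2 6. Of the 330, 140 were detected in the whole body. The chorion genes could not be followed here, because no table used here joins them to probes, and the ovary was normalized apart from the other tissues.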

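In the accessory gland 112 probes were detected that no other dissected tissue showed, 2.98% of the 3761 detected there (95% interval 2.48 to 3.57). Genes could be assigned to only 3 of them: the join covered only a part of the listed orthologues and needed RA above 0 in at least 3 tissues. AGAP007093 was at 7.05 ± 0.35 (log2 intensity, SD, n = 4) against 4.49 ± 0.18 in its next group, the male Malpighian tubules. AGAP000086 and AGAP001450 were weaker, at 5.92 ± 0.86 and 5.22 ± 0.20. Among the 10 most enriched genes with an identifier the brightest was shared with other tissues, which the join favours. AGAP006088 was at 14.03 ± 0.08 in the gland, 146-fold above the male carcass (adjusted p = 2.57e-09 from limma), and was detected in 6 of the 8 dissected tissues. Against the male carcass 1146 probes were enriched in the gland. The count is of probes, not of genes, and the 32 specific probes that were also detected in the whole body are included.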

We also found a set of 54 accessory-gland expressed genes, absent from other tissues, representing ~2% of the expression in this tissue (Figure 3A). 

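Probes specific to the accessory gland were bright within it. Of the 112 specific probes, 32 (28.6%) were in the top 10% of mean log2 intensity among the probes detected in the gland, against 345 of the other 3649 (9.45%). The odds ratio was 3.83 (Fisher's exact test, two-sided, p = 1.72e-08). AGAP002429 lay far above the male carcass in the gland, at least 146-fold with the carcass set to the detection limit, but was also detected in the female carcass (5.37 ± 0.42) and so is not among the specific probes. AGAP009673 was at 11.63 ± 0.33 in the gland (log2 intensity, SD, n = 4) and was detected in 6 dissected tissues. The result holds for the fixed limits of log2 4, 5 and 6. With detection above the 95th percentile of the Pf probes, a choice made after the data were seen, the odds ratio was 0.605 (Fisher's exact test, p = 0.159).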

In common with the *Drosophila *Acps, our *Anopheles *candidates are over-represented in the top 10% of intensity values recorded for the accessory gland (χ^2 ^= 9.45; d.f.= 1; P < 0.003), and many contain secretory domains necessary for transfer to females. 

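Somatic tissues held smaller sets of specific probes than the testis or ovary: 191 in the head, 176 in the Malpighian tubules, 163 in the carcass, 161 in the midgut and 110 in the salivary gland. In the salivary gland 72 (65.5%) and in the carcass 95 (58.3%) were detected in a single sex, mostly in females in the gland (61) and in males in the carcass (67). In the midgut 77 (47.8%), the Malpighian tubules 83 (47.2%) and the head 45 (23.6%) were. AGAP006974 of the midgut was at 9.38 in females, little higher in males, and under the detection limit in its next group, the male Malpighian tubules (3.58 ± 0.49, log2 intensity, SD, n = 4). AGAP007818 of the Malpighian tubules was at 11.13 ± 0.08 in males and 10.25 in females, and AGAP001638 of the midgut was higher in females (10.73 ± 0.22 against 6.93). AGAP009468 of the salivary gland was at 8.13 ± 0.68 in females and 5.61 in males and AGAP009871 of the carcass at 10.81 ± 0.51 and 9.50 in the same order. In the head AGAP009799 was at 8.12 ± 0.16 in females and 7.72 in males. Genes were chosen here by their level after the values were seen, and each had RA above 0 in at least 3 tissues. A probe near the limit of 5 can pass it in 1 sex alone without a difference between the sexes, and tissues were normalized separately.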

Non-reproductive tissues also have a substantial number of genes with specific expression patterns, the majority in a single sex: these are especially prevalent in the midgut, salivary gland and carcass.

**Figure 3:**
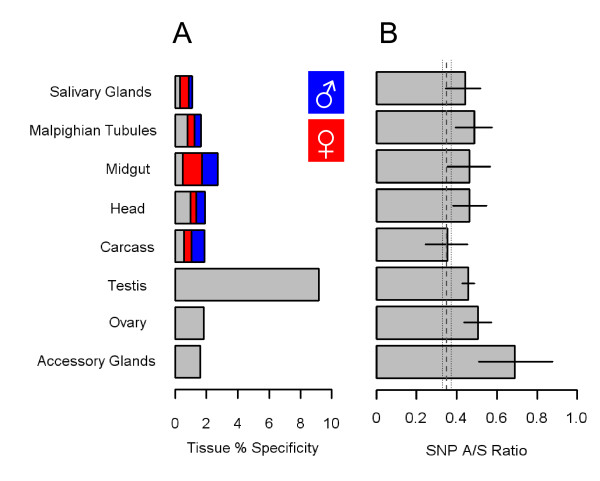
**Tissue-specific expression patterns**. **(A) **Tissue specific transcription was investigated on the basis of probe detection (3 out of 4 mismatch calls). Instances where probes were detected in a single tissue and a single sex are also highlighted: Female (red), male (blue). **(B) **SNP A/S ratio for genes with tissue-specific expression. 95% C.I. was estimated with 10,000 bootstrapped replicates.

Previous studies indicate that genes with restricted expression have elevated rates of sequence divergence amongst related species [16]. We conducted a large-scale survey of SNP A/S ratios using data from dbSNP to determine if such genes were evolving rapidly in *Anopheles *[17]. First, 11,224 genes with at least one coding SNP were collected. In total, ~100,000 coding-region SNPs and 316,043 intronic SNPs were identified, corresponding to SNP densities of 5.6 and 7.19 SNPs, respectively, per 1,000 nucleotides. For our entire dataset, the number of non-synonymous coding SNPs per non-synonymous site (A) was 0.0033, the number of synonymous coding SNPs per synonymous site (S) was 0.0068, and the A/S ratio was 0.49.

SNP A/S estimates of < 1 suggest that most nucleotide substitutions have been eliminated by selection, *i.e*. purifying selection, whereas SNP A/S > 1 indicate that non-synonymous nucleotide substitutions have been maintained, *i.e*. positive selection. As expected, many tissue-specific genes display a higher ratio of A/S SNP ratio than those ubiquitously expressed throughout the organism, *i.e*. fewer non-synonymous mutations have been eliminated by selection and are evolving more rapidly (Figure 3B). For example, genes expressed in reproductive tissues including the testis, ovary and the male accessory gland have the highest rates of sequence divergence within *Anopheles*. Non-reproductive tissues including the head and Malpighian tubules show less deviation, while genes specifically expressed in the salivary gland and midgut have only marginally higher A/S SNP ratios than ubiquitously expressed genes.

### Chromosomal distribution of tissue expression

Across a range of Metazoan species, genes with elevated male expression are non-randomly distributed around the genome [18]. However, in *Anopheles*, previous global estimates of sex-biased expression failed to identify this property [1]. *Anopheles *tissue dissections provide substantially more information about male-specific gene expression than whole-body samples. For example, while a comparison of ovary and carcass expression indicates over half the ovary-enriched genes are female-biased in whole-body samples (Figure 2C), less than 10% of testis-enriched genes are male-biased, largely because they are undetected in whole-body samples (Figure 2D). 

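Ovary-enriched probes were more often visible in the whole body of their own sex than testis-enriched probes were. Of the probes enriched in the ovary, 1363 (51.6%) were female-biased in the whole body, and 85.2% were detected in the female whole body. Of those enriched in the testis, 189 (5.92%) were male-biased in the whole body, and 43.4% were detected in the male whole body. Neither whole body showed 371 (14.1%) of the ovary-enriched and 1198 (37.5%) of the testis-enriched probes. The median log2 intensity of the enriched probes was 7.73 in the ovary and 6.95 in the female whole body, but 7.27 in the testis and 4.71 in the male whole body. Among probes detected in the whole body of the same sex, 60.6% of the ovary-enriched and 13.6% of the testis-enriched probes were called. Of the testis-enriched probes 1078 (33.8%) were female-biased in the whole body, and 56.1% were detected in the ovary. AGAP009459 is an example: it was at 11.50 ± 0.06 in the testis and 9.14 ± 0.88 in the ovary, and in the whole body at 9.21 ± 0.42 in females and 5.77 ± 0.25 in males (log2 intensity, SD, n = 4). AGAP001620, absent from the ovary, was at 8.42 ± 0.32 in the male and 2.96 ± 0.58 in the female whole body. At a log2 fold change of at least 2 for all calls, 37.1% of the ovary-enriched probes were female-biased in the whole body. Gonads, carcass and whole body were normalized separately.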

Our new dataset allowed us to revisit the issue of genome position and expression in reproductive and somatic tissues. 

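Probes expressed in the testis, but in neither the ovary nor a somatic tissue, were almost absent from the X chromosome: 6 of 1023 (0.59%, 95% Wilson interval 0.27 to 1.27) lay on it, against 7.35% of the other 6857 detected probes with a known arm. The odds ratio was 0.074 (Fisher's exact test, two-sided, p = 1.22e-23). The ovary counterpart, 325 probes, had 25 on the X (7.69%, 5.26 to 11.1), an odds ratio of 1.22 (Fisher's exact test, p = 0.356). With the somatic tissues left out of the definition, 35 of 1822 probes of the testis and not the ovary lay on the X (1.92%, odds ratio 0.23), and 83 of 705 of the ovary and not the testis did (11.8%, odds ratio 2.11). The autosomal arms made up the rest: arm 3R held 26.4% of the testis set and 22.4% of all detected probes, and arm 2L 25.1% and 23.3%. The testis-specific genes AGAP001735 and AGAP009741 are autosomal. In the ovary set AGAP000680 is on the X. Set only against other probes detected in the testis, of which 4.64% are X-linked, the odds ratio was 0.121 (Fisher's exact test, p = 1.62e-12), a test chosen after the data were seen. Arms were read from the probe identifiers, a step chosen after the table was seen, which name an arm for 7880 of the detected probes. Genes that neighbour each other in identifier number had the same arm in 99.6% of cases, against 24.9% after shuffling. The odds ratio of the ovary set depended on the limit: at log2 4 it was 2.03 (Fisher's exact test, p = 0.00084), and after quantile normalization 0.981.

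**Figure D3:**
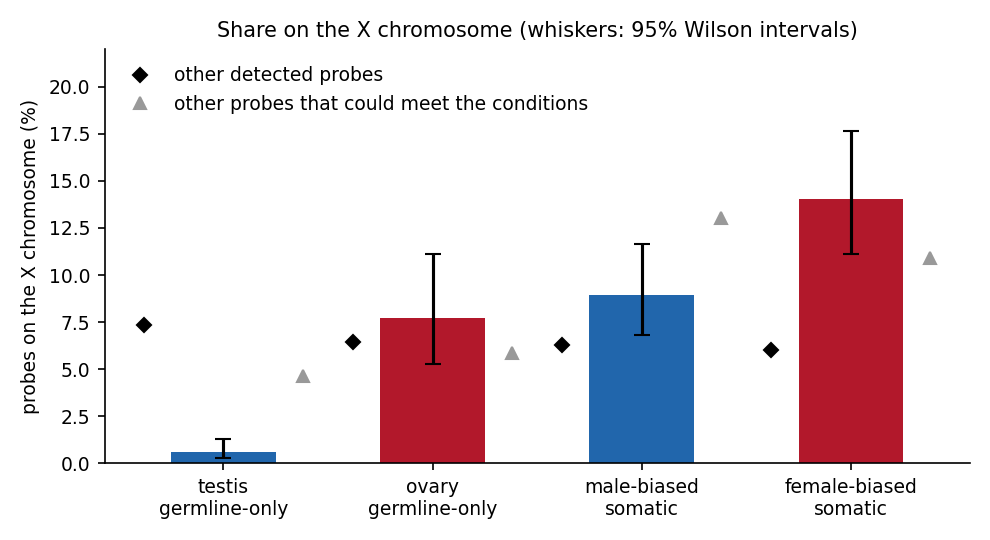
Share of probes on the X chromosome, in percent, for 4 sets of probes, with whiskers for 95% Wilson intervals. Black diamonds give the share among all other detected probes and grey triangles the share among other probes that could have met the conditions of the set; the testis set (0.59%) lies under both, and the male-biased somatic set (8.96%) above the diamond (6.29%) and under the triangle (13.02%).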

We found that genes expressed in the testis, but not the ovary, are under-represented on the *X *chromosome (Figure 4A). In addition, male-biased somatically-expressed genes are also under-represented on the *X *chromosome (Figure 4B). 

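Male-biased probes of the somatic tissues that were absent from testis and ovary lay on the X chromosome in 48 of 536 cases (8.96%, 95% Wilson interval 6.82 to 11.7). Against all other detected probes (6.29%) this is an odds ratio of 1.47 (Fisher's exact test, two-sided, p = 0.0225). That background holds many testis probes, which are rare on the X. Against the other somatic probes absent from both gonads, 13.02% of which were X-linked, the odds ratio was 0.657 (Fisher's exact test, p = 0.0178). This second background, of probes that could have met every condition, was added after the values were seen. Female-biased probes of the same kind lay on the X in 61 of 434 cases (14.1%, 11.1 to 17.6), with odds ratios of 2.55 (p = 4.55e-09) and 1.34 (p = 0.0827) against the same backgrounds (Fisher's exact tests). Male-biased against female-biased probes gave an odds ratio of 0.601 (Fisher's exact test, p = 0.014), also chosen afterwards. On the X, AGAP000415 was male-biased in the salivary gland, midgut and Malpighian tubules (11.25 ± 0.20 in males and 8.43 ± 0.16 in females in the tubules; log2 intensity, SD, n = 4). AGAP000717 of the midgut and AGAP000275 of the salivary gland were also male-biased (7.51 ± 0.05 against 5.17 ± 0.68, and 7.22 ± 0.44 against 4.33 ± 0.46). Of the female-biased X genes with an identifier, AGAP000040 and AGAP000181 differed most in the Malpighian tubules, and AGAP000881 in the carcass. The odds ratio against all detected probes for male-biased probes did not pass the exact test at 0.05 without replicate 1 (1.28, p = 0.163), or after quantile normalization of all 60 arrays (1.29, p = 0.0909).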

We find that SNP polymorphisms in testis-expressed genes show higher A/S ratios on the *X *chromosome than on the autosomes (χ^2 ^= 26.5 df = 1, P < 2.54 × 10^-7^; Figure 4C). Even though this finding is consistent with the expectation that *X *chromosomes are hostile to testis-expressed genes, the same pattern was not observed with somatic tissues (χ^2 ^= 0.13 df = 1, P = NS; Figure 4D).

**Figure 4:**
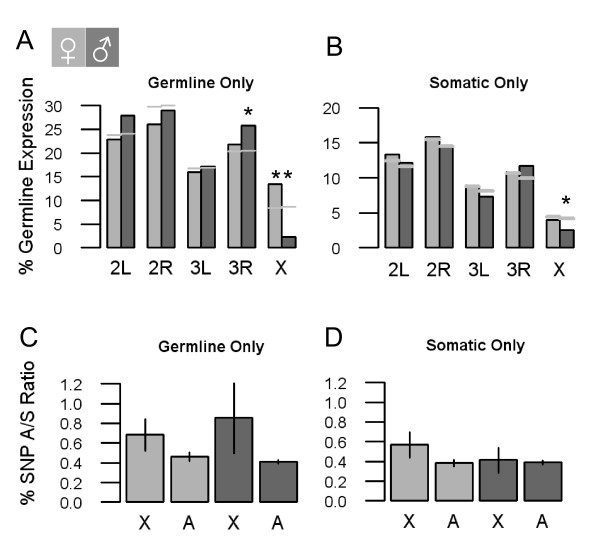
**Gene expression for major chromosome arms**. **(A) **Germline only expression; testis (blue), ovary (red). **(B) **Somatic only expression; male (blue), female (red). **(C) **Germline only *X *vs autosomal SNP A/S ratio. **(D) **Somatic only *X *vs autosomal SNP A/S ratio. (Chi-squared Test; *P < 0.05). Grey bars represent expected proportions. 95% C.I. was estimated with 10,000 bootstrapped replicates.

### Comparative evolution with Drosophila melanogaster

To estimate evolutionary divergence in tissue expression profiles, orthology relationships in *Drosophila *and *Anopheles *(Insecta: Diptera) were traced back to a common Metazoan ancestor; *Tribolium casteneum *(Insecta: Coleoptera), *Apis melifera *(Insecta: Hymenoptera) or *Caenorhabditis elegans *(Nematoda: Rhabditida) (Figure 5A). From this analysis, we estimate that over half of the genes in the *Anopheles *and *Drosophila *genomes are in 1:1 orthology relationships (n = 6726; Additional File 5); ~95% of which can be traced back to one of the outgroups used in our analysis with the remaining pairs specific to the Dipteran clade. Using these orthologues, we first compared mosquito expression with the same tissues in *Drosophila *[19]. Rather than relying on an absolute measure of gene expression, relative measures of abundance (RA) were calculated for each gene (See Methods). Hierarchical clustering of RA across gene pairs showed that global patterns of expression in homologous organs were often more similar between species than between unrelated tissues within a species (Figure 5B). For some organs (*i.e*. ovary, gut carcass, head), a large proportion of transcriptional variation was conserved between *Anopheles *and *Drosophila*, suggesting that the underlying gene networks have similar functional constraints.

**Figure 5:**
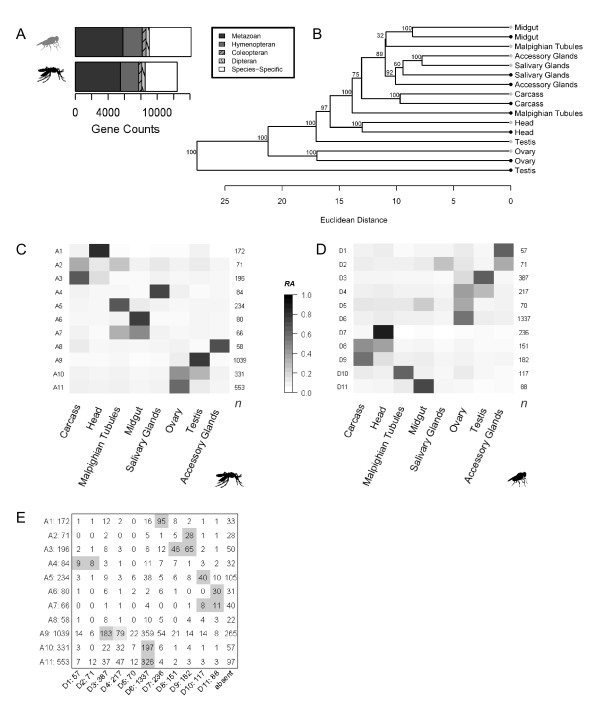
**Orthology Relationships**. **(A) **The oldest common ancestor in gene-families to either a Dipteran, Coleopteran, Hymenopteran or Metazoan ancestor. **(B) **Expression divergence of tissues for one-to-one orthology pairs (n = 4234). Euclidean distance was used to calculate similarity among tissues within and between species. Branch support was estimated with 10,000 bootstrapped replicates. *Drosophila *(grey); *Anopheles *(black). **(C) **Mean expression of *Anopheles *orthologue clusters and **(D) **mean expression of *Drosophila *orthologues clusters. Mean relative expression (RA) level for each cluster according to grayscale. **(E) **The number of overlapping orthologous genes between *Anopheles *and *Drosophila *expression clusters calculated with a hypergeometric probability distribution after multiple correction. Light grey (P < 0.05); Dark grey (P < 0.01).

To identify conserved expression signatures underling the above patterns, we used hierarchical clustering with pair-wise correlation coefficients to identify co-expressed genes for each species. We chose clusters with an average similarity of greater than 0.8 and more than 50 genes for further analysis. Overall, 11 clusters meet these criteria in *Anopheles *and *Drosophila*, representing 2884 and 2913 genes respectively (Figure 5C-D; Additional File 6). Adjusting these thresholds, changes the number of groups identified, but were selected to provide a dataset with reasonably sized gene clusters of highly similar expression profiles.

Between species, we evaluated orthologues in each cluster and found several groups with significant overlap (Figure 5E). Typically, co-expression groups are elevated in one or two tissues. For example, a significant number of orthologues are expressed in the head of both the *Anopheles *A1 cluster and the *Drosophila *D7 cluster (Figure 5E). 

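The 50 genes of cluster A1 with a matched probe were all brightest in the head. Their median log2 intensity was 7.81 in the head, 5.23 in the carcass and 2.57 in the midgut. AGAP010134 was the brightest, at 15.11 in the head of the sex where it was highest, against 5.20 in the carcass. AGAP002145 was at 12.06 in the head and 5.74 in the carcass. AGAP000129, an X-linked gene of the cluster, was at 11.56 and 8.75, and AGAP009799 was detected in the head alone by the limit used here. The cluster was defined by the authors from the RA values of these same arrays, and probes were joined to genes by RA, so the level in the head is not independent evidence for the cluster. Cluster membership comes from the first 1998 rows of Table S3, and the *Drosophila* side of the comparison was not analysed here. Tissues were normalized separately.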

Gene Ontology (GO) annotations for these genes are enriched for 'phototransduction' and 'signal transduction', indicating a close associated with normal physiological functions within head (Table 1). 

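Most clusters that Table 1 assigns to single somatic tissues had their highest intensities there. All 123 matched genes of cluster A3 were brightest in the carcass (median log2 intensity 10.19), all 142 of A5 in the Malpighian tubules (9.35) and all 47 of A6 in the midgut (9.40). Of the 67 matched genes of A2, 60 were brightest in the carcass and 7 in the Malpighian tubules. Cluster A7 was divided, with 40 genes brightest in the midgut and 13 in the Malpighian tubules. Some genes of these clusters were sex-biased. AGAP008904 of A3 was the most male-biased carcass gene with an identifier, at 10.90 ± 0.73 in males and 3.09 ± 0.29 in females (SD, n = 4). AGAP000040 of A5 was female-biased in the Malpighian tubules (10.72 ± 0.13 against 4.48 ± 0.26). AGAP001638 of A6 was female-biased and AGAP006793 of A6 male-biased in the midgut, the latter 19.5-fold. Each cluster was drawn by the authors from these arrays and is held here in part, so no test of the sets was made.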

We also found conserved signatures that correspond to expression in the Malpighian tubules, midgut and carcass. A notable exception is that *Anopheles *salivary gland expression (A4), shares most enrichment with *Drosophila *orthologues from the male accessory gland (D1, D2). 

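Cluster A9 was the largest of those with matched probes. All 383 of its matched genes were brightest in the testis, with a median log2 intensity of 8.16 there, 5.97 in the ovary and 4.21 in the midgut. AGAP009940 of A9 was bright in both gonads, whereas AGAP002365 of A9 was at 2.37 ± 0.00 in the ovary (SD, n = 4) and 12.57 ± 0.08 in the testis. Cluster A8, with 31 matched genes, was brightest in the accessory gland (10.07), and includes AGAP006088 and AGAP009673. The 42 matched genes of A4 were brightest in the salivary gland (8.10), with AGAP011948 and AGAP007138 among them. The clusters that Table 1 assigns to the ovary, A10 and A11, have no matched genes in the part used here and were not analysed here. Tissues were normalized separately, and cluster and join both rest on RA.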

Overall, the largest clusters are expressed in reproductive tissues (Figure 5C-D). Orthologues with testis expression in *Anopheles*, are spread over a number of *Drosophila *clusters. We further note that a large proportion of orthologues are expressed in the female ovary. Typically, clusters with elevated ovary expression show significant overlap between *Anopheles *and *Drosophila*, and as expected, over-represented GO annotations involve basic cellular processes (Table 1).

**Table 1:** Orthology cluster overlap, tissue expression and enriched gene ontology annotations

*Anopheles*	*Drosophila*	Tissue	GO
A1	D7	Head	phototransduction signal transduction

A2 A3	D9 D8, D9	Carcass	metabolic process cellular respiration

A4	D1, D2	SG, AG	protein folding signal peptide processing

A5 A6 A7	D10 D11 D10, D11	MT Midgut Midgut/MT	transmembrane transport carbohydrate metabolic process

A9	D3, D4	Testis	microtubule-based process spermatogenesis

A10, A11	D6	Ovary	nucleic acid metabolic process oogenesis, cell cycle eggshell formation

SG = salivary gland; AG = Accessory Gland; MT = Malpighian tubules.

Gene ontology significance level (P < 0.01).

### Single-copy and multi-copy gene families

Our phylogenetic analysis indicated that 5932 families contain a single *Anopheles *gene, whereas another 971 families show evidence of *Anopheles *expansion. In this latter set, duplications with narrow expression patterns (i.e. tau-statistic > 0.85), often arose during the Dipteran split and are most prevalent in the male testis (Figure 6A). However, as well as the testis, a high incidence of duplication events are genes with salivary gland, midgut or Malpighian tubule restricted expression (Figure 6A). Within single-copy families, 143 groups are narrowly expressed in the same *Anopheles *and *Drosophila *tissues (Figure 6B). Such expression is prevalent with head and testis expression, but while these genes might be expected to evolve rapidly, the majority date back to Metazoan and Hymenopteran clades.

**Figure 6:**
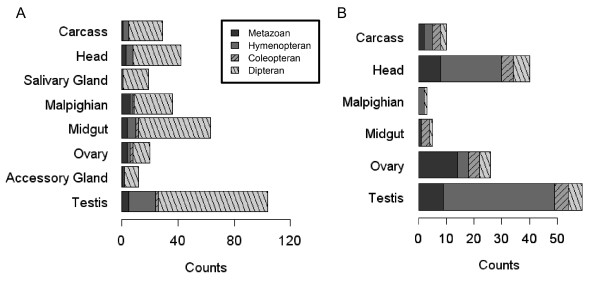
**Gene copies, family origins and tissue expression**. **(A)***Anopheles *gene expansions with restricted expression patterns (n = 325; tau-statistic = 1). **(B) **Single-copy gene-families with narrow spatial expression profiles in both *Drosophila *and *Anopheles *tissues (n = 143; tau-statistic > 0.85).

### Online MozAtlas Database

For researchers interested in comparing their own experiments to the MozAtlas, we have constructed an online database and web-browser for querying tissue expression in *Anopheles *(http://www.tissue-atlas.org). The single gene query displays tables of normalized expression for each probe and tissue available. In addition, this search displays available orthology relations, a) one-to-one *Drosophila melanogaster *orthologues and corresponding relative gene expression estimates, and b) a gene tree of all mosquito, fly and outgroups within the gene family. We also provide a BLAST and batch searching facilities to output expression values for larger lists of genes that may then be used for further down-stream analysis.

## Discussion

To help improve the functional annotation of the *Anopheles gambiae *genome we have generated the MozAtlas, a unified catalogue of tissue-specific gene expression from a single mosquito strain. In *Drosophila melanogaster*, cataloguing tissue expression patterns has been useful, especially for inferring biological functions, since the majority of genes encoded in the genome are not ubiquitously expressed [19]. As with the fruit fly, *Anopheles *gene expression also exhibits substantial tissue specificity, with only a third of detectably expressed genes found in all tissues. Thus, the MozAtlas is a useful resource for better understanding the mosquito genome, providing direct evidence of genes with tissue restricted expression. Below we highlight the utility of MozAtlas for identifying classes of gene with tissue or sex-biased expression that may be exploited for vector control. Analysis of the MozAtlas also identifies gene expression features that are of interest from an evolutionary perspective, revealing both highly conserved and species-specific aspects of insect biology. Of particular interest, given that malaria parasites are only transmitted through female mosquitoes, we separately catalogued gene expression for each tissue in males and females, thus providing both tissue and sex-specific views of gene expression in the adult.

A major finding from our analysis is the substantial degree of sexually dimorphic gene expression we find at the tissue level: more than half of the genes for which we detect expression exhibit sexual dimorphism in terms of expression level. The head, in particular, has a significantly higher number of female-biased genes and of these, odorant receptors are significantly over-represented (Additional File 4). When searching for a blood-meal, female mosquitoes are attracted to odours emitted by humans, a behaviour mediated by receptors in the antennal sensilla [7]. This activity is not exhibited by males, who feed entirely on nectar, and we presume that the female elevated expression of odorant binding molecules reflect this biology. The identification of molecules associated with female-specific aspects of odorant detection may provide targets for controlling malaria transmission [20].

We identified other sexually dimorphic expression signatures that appear to be associated with female characteristics, in particular, adaptation to hematophagy. For example in the female salivary gland we found an over-representation of genes with protein and lipid catabolic activity, ion transport and cellular homostasis functions. We suggest that these reflect the fact that, in females, the salivary gland produces compounds to disarm host hemostatic and immune responses, thus allowing mosquitoes to take a blood-meal. Similarly, many proteins found in the midgut are only synthesized by blood-feeding females [3,21]: numerous digestive and proteolytic molecules implicated in blood digestion were identified as female elevated in our analysis.

In contrast, elevated male gene activity is largely associated with carbohydrate metabolism and ion transport activity. Since male mosquitoes feed entirely on sugar, these results were not surprising. However, somewhat more novel is that iron binding molecules are up-regulated in males. While in female mosquitoes iron is especially important for egg development and is strongly influenced by blood-feeding [22], iron metabolism has diverse physiological and developmental roles [23]. Although females obtain iron from the blood meal, the sugar diet of males may necessitate more efficient iron uptake and up-regulation of genes that encode iron binding functions.

In both somatic and reproductive tissues, we identified genes with considerable specificity. Tightly controlled, tissue-specific expression is of interest for understanding the basic biology of a species, and is likely to be key in the development of next generation insect control agents. For example, genes uniquely expressed in particular tissues could be targets for inducing sterility or providing regulatory elements to drive localised expression of transgenes. In this respect, the highest proportion of *Anopheles *tissue-specific expression is in the testis, with approximately 10% of transcription uniquely detected in this tissue. Testis specific expression of genes with important roles in spermatogenesis, sperm competition or sperm-egg interactions present a set of targets with potential for inducing male sterility.

After mating, *Anopheles *females undergo distinct behavioural and physiological changes due to the transfer of both sperm and proteins produced in the male accessory glands [24]: proteins secreted by males and passed to females in seminal fluid could provide a route for altering female fertility. Via specific expression profiling of accessory glands we have identified a new set of potential *Anopheles *Acp genes that will enable further investigation of sexual conflict within the mosquito. Sexual antagonism between males and females may be expected to cause rapid Acp sequence evolution [25]. We find that among tissue-specific genes, those expressed in the accessory gland have a higher A/S ratio than in many tissues, including the testis. Slower evolutionary rates in the *Anopheles *testis might be explained, in part, by their mating behaviour: in polyandrous insects genes involved in spermatogenesis are often under strong positive selection as a result of post-copulatory male-male competition [25], whereas these pressures in the testis are expected to be absent from the largely monandrous *Anopheles *mosquitoes [26].

Genes with ovary specific expression provide potential targets for inducing female sterility in mosquitoes given that they are closely associated with egg formation. Chorion components of the fruit fly eggshell, for example, provide the embryo with protection from the physical environment, and disrupting their function causes female sterility [27]. Recently, proteomic techniques have identified *Anopheles *eggshell constituents, several of which we find to be specifically expressed in the ovary, making them favourable candidates for use in population control [28].

In terms of genome structure, we show that genes with male-biased expression are non-randomly distributed around the *Anopheles *genome. Two mechanisms have been proposed to explain the disparity in chromosomal distribution of male expressed genes. First, during spermatogenesis the *X *chromosome of males becomes inactivated: since few testis genes are expressed post-meiotically, evidence suggests that chromosomal inactivation has promoted autosomal duplication events from *X*-linked genes [18,29,30]. There is compelling evidence that *X*-linked inactivation also occurs in nematodes [31] and mammals [32], however, an under-representation of male-biased somatically-expressed genes on the *X *chromosome indicates that other forces are also at work. Second, since males only have one *X *chromosome, polymorphisms beneficial to one sex may arise that are detrimental to the other sex. Such antagonistic sexual selection may eventually lead to sequence changes and demasculinization of the *X *chromosome [33], and consistent with this expectation, genes on the *Anopheles X *chromosome have less sequence polymorphism than on the autosomes.

Identifying expression divergence within and between closely-related species provides important insights into the selective pressures underlying gene regulation [34,35]. The opportunity to compare divergence between *Drosophila *and *Anopheles*, separated by some 250 million years of evolution, allows us to explore gene and tissue evolution over a considerable time scale. We find that expression similarity in one-to-one orthologues of the midgut, head, carcass and ovary expressed genes is well conserved in the *Diptera *and, as expected, genes in conserved co-expression clusters perform integral physiological functions.

In contrast, tissues such as the testis, often show considerable transcriptional variation between closely related species [36,37]. It's been proposed that testis gene regulation plays a critical role in the initial formation of reproductive isolation [38]. In addition to the *Anopheles *testis, expression in other tissues is also highly divergent: for example, expression in the Malpighian tubules is largely not conserved between *Anopheles *and *Drosophila*. As an organ with a key role in detoxification and osmoregulation, this divergence may reflect fundamental differences in the diet of each insect [39]. In addition, salivary gland and male accessory gland expression cluster within rather than between species, evidence for a bout of simultaneous evolution since the last common ancestor was shared. Indeed, no significant co-expression was detected between species, indicating that secretory organ functions have diverged during the Dipteran split.

Recent *Anopheles *gene duplications are often expressed in the testis and, in *Drosophila*, extreme expansions also have spermatogenesis-related functions [40]. As well as the testis, other tissues display narrow expression profiles of recent origin in *Anopheles*. Certainly, the blood meal imposes a range of challenges on the digestive system of mosquitoes and, in part, explains a predominance of gene duplications with salivary gland, Malpighian tubule or midgut expression. Even between members of the same mosquito subgenera, salivary proteins can diverge rapidly over time [41]: our data suggests that this evolutionary pattern may also be common in Malpighian tubule proteins and, to a lesser extent, proteins within the midgut. However, specifically expressed genes in large families do not necessarily highlight unique functions, since homologues may perform the same or similar functions in a larger set of tissues. Gene families with single members are of interest for identifying unique processes, given that closely related homologues are not found within the genome. Narrowly expressed single-copy families were detected dating back to Metazoan and Hymenopteran clades, perhaps accompanying the emergence of differentiated organs. It will be of considerable interest for insect control programs to determine whether such proteins perform integral functions in their specific tissues, given that as single copies they should perform unique roles within the organism.

## Conclusions

We have generated a tissue and sex-specific gene expression atlas for *Anopheles gambiae *and used it to explore mosquito biology related to reproduction, feeding and gene evolution. Given that *Anopheles *is the major vector of one of the world's most debilitating diseases, our dataset provides an important reference for other mosquito researchers wishing to explore potential roles for genes of interest. Of particular importance is the identification of uniquely expressed genes that may serve as tissue-specific drivers in transgenic constructs or potential knockout targets in the next generation of insect control agents.

## Methods

### RNA collections and microarray platform

Male and female mosquito siblings were separated at pupation and allowed to emerge into separate cages to prevent mating. 3-day old, non-mated females were blood-fed and female tissues were dissected at 24 hour intervals for a three day period following the blood-meal. Equivalent male tissues were dissected from age-matched siblings in parallel. Dissections were carried out in phosphate-buffered saline using dissecting needles and a 28 gauge needle to cleanly separate connected tissues from each other. 'Midgut' samples were dissected clear of the foregut, hindgut and malphigian tubules to include the anterior midgut and stomach. 'Head' samples were produced by severing at the neck and include brain, eyes, cuticle and some fat body. 'Ovary' samples include both ovaries and the common oviduct. 'Salivary gland' samples include the salivary duct, lateral lobes and median lobe. Salivary glands were rinsed extensively in PBS to remove the majority of fat body associated with the glands. 'Carcass' includes the thoracic and abdominal carcass and all tissues therein excluding those tissues individually described in the MozAtlas. Dissected tissues were placed immediately in Trizol to minimize the impact of dissection on the transcriptome. For each of four biological replicates, tissues were pooled from a minimum of 10 mosquitoes dissected at each time point. For each tissue and sex, an equal quantity of total RNA was pooled from three time points sampled after the blood-meal to obtain gene expression estimates throughout oogenesis (24, 48, 72 hrs). Each RNA sample (50 ng) was subsequently amplified in two cycle cDNA target labelling to generate biotinylated cRNA probes for hybridization on to Affymetrix microarrays [42].

### Estimates of gene expression

Oligonucleotide probes and genes were mapped to AgamP3 genome assembly. Unless otherwise stated, datasets were analyzed with the R statistical programming language using programs maintained as part of the Bioconductor suite [43]. In addition to microarray datasets for *Anopheles*, matching tissues obtained from the *Drosophila *FlyAtlas were re-analyzed with the same normalization procedure (GEO: GSE1690; GSE7763). Intensity values between arrays were first standardized within tissues for each species separately using the robust multi-array analysis package [44,45]. The expression presence and absence calls were assessed with the signal to noise ratio of the perfect match and mismatch probes provided on Affymetrix arrays. Probes were used in further analysis only if they were deemed to be present in at least three tissue replicates. All estimates of differential expression were adjusted for multiple testing using the false discovery rate method [46]. Array data has been submitted to the Gene Expression Omnibus under GSE21689.

### Sexual dimorphism and tissue specificity

Sexual dimorphism was determined with a linear model of gene expression fit to male and female samples for each tissue as implemented in the LIMMA library [47]. On the basis of differential expression, we subsequently identified probes as either male-biased or female-biased where there was a significant 2-fold change of intensity in one sex, in addition to statistical significance at the Q< 0.05 level (Additional File 3). Two measures of tissue specificity were also calculated: probe detection and tissue expression breadth. Probes were deemed tissue-specific if at least 3 out of 4 mismatch calls were found, but only in a single tissue and sex. In comparison, tissue breadth was measured by normalizing against maximal expression to generate the tau-statistic [48]. The resulting tau-statistic falls within the range of 0 to 1, in which higher values indicate greater tissue-biased expression. *Anopheles *and *Drosophila *Gene Ontology annotations (Biological Process, Molecular Function, Cellular Component) and the enrichment of functions were determined using FlyMine with a 1% false discovery rate for multiple testing correction [49].

### SNP polymorphism

When sequences are available for multiple individual in a species, the ratio of observed non-synonymous mutation rate (A) to the synonymous mutation rate (S) can be utilized as an estimate of the selective pressure. To estimate sequence polymorphism within *Anopheles *we conducted a large-scale survey of dbSNP [17]. While it is not possible to measure selective constraint on individual proteins directly using this approach, it has been demonstrated that when a group of genes are measured together, estimates of variation are robust and in good agreement with A/S for divergence [50].

### Expression divergence

Since microarray platforms were designed separately for *Drosophila *and *Anopheles*, probes have different affinities to their target RNAs, making the normalization of orthology expression between chips difficult. In order to compare tissue expression profiles between species, each gene was represented as a vector of relative expression abundance (RA) across the sampled tissues to avoid over-estimating divergence based on absolute expression intensity. Where genes are represented by multiple probes, the maximum intensity value recorded in each tissue was used for subsequent analysis. Since the FlyAtlas does not have separate samples for males and females, we combined male and female samples in the MozAtlas to make comparisons between species. Hierarchical clustering of orthologues was performed with measures of RA within and between species. For gene-wise clustering, we used Pearson correlation coefficient as the distance measure and defined similarity between clusters using average-linkage clustering. Co-regulated genes were defined as any group with an average similarity of greater than 0.8 that also contained more than 50 genes. Among species clusters, orthologue overlap was subsequently investigated with a hypergeometric probability distribution to determine enrichment.

### Orthology classification

DNA and protein sequences were obtained for *D. melanogaster *and *A. gambiae *(Ensembl v50) [51], *Tribolium casteneum *(Version 3; BeetleBase) [52], *Apis melifera *(Version 2; BeeBase) [53] and *Caenorhabditis elegans *(ws160; Ensembl v50) [51]. One-to-one orthology relationships were determined using Inparanoid with default parameters, we selected the longest available translation for each annotated protein [54]. Best reciprocal hits between species were grouped together into broader gene-families, and the sequences aligned with MUSCLE [55]. Tree topologies were subsequently reconstructed with both dS (synonymous substitution rate), dN (nonsynonymous substitution rate), nucleotide and protein distance measures using TreeBest [56,57]. From back-translation of protein alignments, TreeBest creates a consensus tree by merging the results of neighbour joining and maximum likelihood (ML) trees. By default, ML trees based on protein alignment are built under the WAG model, while ML tree based on DNA are built under the HKY model, which models non-uniform base composition and transition/transversion rate bias [58]. Orthology relationships are described as one-to-one, one-to-many and many-to-many gene relationships.

## Authors' contributions

DAB conceived, analysed and designed the study, performed microarray experiments with BF, and wrote the paper. TN and AP reared the mosquitoes and dissected the tissue samples. TN, SR and AC participated in the design of this study and helped write the paper. AC and SR raised the funding. All authors read and approved the final document.

## Acknowledgements

This study was funded by a Grant from the Foundation for the National Institutes of Health through the Grand Challenges in Global Health initiative.

## Supplementary Material

Additional file 1 **Figure S1 - Correlation of gene expression between replicate samples**. Click here for file

Additional file 2 **Figure S2 - Hierarchical clustering of probe intensity**. Click here for file

Additional file 3 **Figure S3 - Sexual dimorphism of tissue gene expression**. Click here for file

Additional file 4 **Table S1 - Gene Ontology annotation of sexual dimorphic gene expression**. Click here for file

Additional file 5 Table S2 - One-to-one orthology relationships and gene expression. Click here for file

Additional file 6 **Table S3 - Cluster annotation of one-to-one orthology relationships**. Click here for file

## References

[B1] HahnMWLanzaroGCFemale-biased gene expression in the malaria mosquito *Anopheles gambiae*Curr Biol200515R19219310.1016/j.cub.2005.03.00515797007

[B2] MarinottiOGenome-wide analysis of gene expression in adult *Anopheles gambiae*Insect Mol Biol20061511210.1111/j.1365-2583.2006.00610.x16469063

[B3] DanaANHongYSKernMKHillenmeyerMEHarkerBWLoboNFHoganJRRomansPCollinsFHGene expression patterns associated with blood-feeding in the malaria mosquito *Anopheles gambiae*BMC Genomics20056510.1186/1471-2164-6-515651988PMC546002

[B4] ArcàBLombardoFValenzuelaJGFrancischettiIMMarinottiOColuzziMRibeiroJMAn updated catalogue of salivary gland transcripts in the adult female mosquito, *Anopheles gambiae*J Exp Biol200520839718610.1242/jeb.0184916215223

[B5] CalvoEPhamVMLombardoFArcàBRibeiroJMThe sialotranscriptome of adult male Anopheles gambiae mosquitoesInsect Biochem Mol Biol200636570510.1016/j.ibmb.2006.04.00516835022

[B6] KoutsosACBlassCMeisterSSchmidtSMacCallumRMSoaresMBCollinsFHBenesVZdobnovEKafatosFCChristophidesGKLife cycle transcriptome of the malaria mosquito Anopheles gambiae and comparison with the fruitfly Drosophila melanogasterProc Natl Acad Sci USA200710411304910.1073/pnas.070398810417563388PMC2040894

[B7] BiessmannHNguyenQKLeDWalterMFMicroarray-based survey of a subset of putative olfactory genes in the mosquito Anopheles gambiaeInsect Mol Biol2005145758910.1111/j.1365-2583.2005.00590.x16313558

[B8] IatrouKBiessmannHSex-biased expression of odorant receptors in antennae and palps of the African malaria vector Anopheles gambiaeInsect Biochem Mol Biol2008382687410.1016/j.ibmb.2007.11.00818207086PMC2247438

[B9] BurtASite-specific selfish genes as tools for the control and genetic engineering of natural populationsProc Biol Sci200327092192810.1098/rspb.2002.231912803906PMC1691325

[B10] HeinrichJScottMA repressible female-specific lethal genetic system for making transgenic insect strains suitable for a sterile-release programProc Natl Acad Sci USA2000978229823210.1073/pnas.14014269710890889PMC26929

[B11] ThomasDDDonnellyCAWoodRJAlpheyLSInsect population control using a dominant, repressible, lethal genetic systemScience20002872474247610.1126/science.287.5462.247410741964

[B12] FranzAWSanchez-VargasIAdelmanZNBlairCDBeatyBJJamesAAOlsonKEEngineering RNA interference-based resistance to dengue virus type 2 in genetically modified *Aedes aegypti*Proc Natl Acad Sci USA20061034198420310.1073/pnas.060047910316537508PMC1449670

[B13] PhucHKAndreasenMHBurtonRSVassCEptonMJPapeGFuGCondonKCScaifeSDonnellyCALate-acting dominant lethal genetic systems and mosquito controlBMC Biol200751110.1186/1741-7007-5-1117374148PMC1865532

[B14] WindbichlerNPapathanosPACatterucciaFRansonHBurtACrisantiAHoming endonuclease mediated gene targeting in *Anopheles gambiae *cells and embryosNucleic Acids Res2007355922593310.1093/nar/gkm63217726053PMC2034484

[B15] FuGLeesRSNimmoDAwDJinLGrayPBerendonkTUWhite-CooperHScaifeSKim PhucHFemale-specific flightless phenotype for mosquito controlProc Natl Acad Sci USA20101074550410.1073/pnas.100025110720176967PMC2826341

[B16] LarracuenteAMSacktonTBGreenbergAJWongASinghNDSturgillDZhangYOliverBClarkAGEvolution of protein-coding genes in *Drosophila*Trends Genet20082411412310.1016/j.tig.2007.12.00118249460

[B17] SherrySTdbSNP: the NCBI database of genetic variationNucleic Acids Res20012930831110.1093/nar/29.1.30811125122PMC29783

[B18] SturgillDZhangYParisiMOliverBDemasculinization of x chromosomes in the *Drosophila *genusNature200745023824110.1038/nature0633017994090PMC2386140

[B19] ChintapalliVRWangJDowJAUsing FlyAtlas to identify better *Drosophila melanogaster *models of human diseaseNat Genet20073971572010.1038/ng204917534367

[B20] CareyAFWangGSuCZwiebelLJCarlsonJROdorant reception in the malaria mosquito Anopheles gambiaeNature2010464667110.1038/nature0883420130575PMC2833235

[B21] WarrEAguilarRDongYMahairakiVDimopoulosGSpatial and sex-specific dissection of the *Anopheles gambiae *midgut transcriptomeBMC Genomics200783710.1186/1471-2164-8-3717261194PMC1804276

[B22] DunkovBGeorgievaTInsect iron binding proteins: insights from the genomesInsect Biochem Mol Biol20063630030910.1016/j.ibmb.2006.01.00716551544

[B23] NicholHLawJHWinzerlingJJIron metabolism in insectsAnnu Rev Entomol20024753555910.1146/annurev.ento.47.091201.14523711729084

[B24] RogersDWWhittenMMThailayilJSoichotJLevashinaEACatterucciaFMolecular and cellular components of the mating machinery in *Anopheles gambiae *femalesProc Natl Acad Sci USA2008105193901939510.1073/pnas.080972310519036921PMC2614771

[B25] HaertyWJagadeeshanSKulathinalRJWongARavi RamKSirotLKLevesqueLArtieriCGWolfnerMFCivettaAEvolution in the fast lane: rapidly evolving sex-related genes in *Drosophila*Genetics20071771321133510.1534/genetics.107.07886518039869PMC2147986

[B26] TripetFTouréYTDoloGLanzaroGCFrequency of multiple inseminations in field-collected *Anopheles gambiae *females revealed by DNA analysis of transferred spermAm J Trop Med Hyg2003681512556139

[B27] GalanopoulosVKOrrWSzabadJKafatosFCGenetic analysis of chorion formation in *Drosophila melanogaster*: I. The effects of one somatic-specific and seven germ-line-specific mutationsDev Genet198910879710.1002/dvg.10201002042499437

[B28] AmenyaDAChouWLiJYanGGershonPDJamesAAMarinottiOProteomics reveals novel components of the *Anopheles *gambiae eggshellJ Insect Physiol2010561414141910.1016/j.jinsphys.2010.04.01320433845PMC2918668

[B29] VibranovskiMDZhangYLongMGeneral gene movement off the × chromosome in the *Drosophila *genusGenome Res20091989790310.1101/gr.088609.10819251740PMC2675978

[B30] KemkemerCHenseWParschJFine-scale analysis of × chromosome inactivation in the male germline of Drosophila melanogasterMol Biol Evol2010 in press 10.1093/molbev/msq35521193490

[B31] BeanCJSchanerCEKellyWGMeiotic pairing and imprinted × chromatin assembly in *Caenorhabditis elegans*Nat Genet20043610010510.1038/ng128314702046PMC4098868

[B32] KhilPPSmirnovaNARomanienkoPJCamerini-OteroRDThe mouse × chromosome is enriched for sex-biased genes not subject to selection by meiotic sex chromosome inactivationNat Genet20043664264610.1038/ng136815156144

[B33] WuCIXuEYSexual antagonism and × inactivation--the SAXI hypothesisTrends Genet20031924324710.1016/S0168-9525(03)00058-112711214

[B34] KhaitovichPHellmannIEnardWNowickKLeinweberMFranzHWeissGLachmannMP ääboSParallel patterns of evolution in the genomes and transcriptomes of humans and chimpanzeesScience20053091850185410.1126/science.110829616141373

[B35] ZhangYSturgillDParisiMKumarSOliverBConstraint and turnover in sex-biased gene expression in the genus *Drosophila*Nature200745023323710.1038/nature0632317994089PMC2386141

[B36] RanzJMCastillo-DavisCIMeiklejohnCDHartlDL2003, Sex-dependent gene expression and evolution of the *Drosophila *transcriptomeScience20033001742175510.1126/science.108588112805547

[B37] MeiklejohnCDParschJRanzJMHartlDLRapid evolution of male-biased gene expression in *Drosophila*Proc Natl Acad Sci USA20031009894989910.1073/pnas.163069010012907700PMC188344

[B38] VoolstraCTautzDFarbrotherPEichingerLHarrBContrasting evolution of expression differences in the testis between species and subspecies of the house mouseGenome Res20071742491703856310.1101/gr.5683806PMC1716265

[B39] WangJKeanLYangJAllanAKDaviesSAHerzykPDowJAFunction-informed transcriptome analysis of *Drosophila *renal tubuleGenome Biol20045R6910.1186/gb-2004-5-9-r6915345053PMC522876

[B40] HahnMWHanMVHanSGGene family evolution across 12 *Drosophila *genomesPLoS Genet20073e19710.1371/journal.pgen.003019717997610PMC2065885

[B41] ArcàBLombardoFFrancischettiIMPhamVMMestres-SimonMAndersenJFRibeiroJMAn insight into the sialome of the adult female mosquito *Aedes albopictus*Insect Biochem Mol Biol2007371072710.1016/j.ibmb.2006.10.00717244540

[B42] Affymetrix GeneChip Expression AnalysisTechnical Manual. 701021 Rev. 52004Santa Clara, CA, Affymetrix

[B43] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJHornikKBioconductor: open software development for computational biology and bioinformaticsGenome Biol20045R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B44] IrizarryRAExploration, normalization, and summaries of high density oligonucleotide array probe level dataBiostatistics2003424926410.1093/biostatistics/4.2.24912925520

[B45] WuZIrizarryRAGentlemanRMartinez-MurilloFSpencerFA Model-Based Background Adjustment for Oligonucleotide Expression ArraysJ Am Stat Assoc20049990910.1198/016214504000000683

[B46] HochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJ Royal Stat Soc B199557289300

[B47] SmythGKLinear models and empirical bayes methods for assessing differential expression in microarray experimentsStat Appl Genet Mol Biol20043Article 310.2202/1544-6115.102716646809

[B48] YanaiIBenjaminHShmoishMChalifa-CaspiVShklarMOphirRBar-EvenAHorn-SabanSSafranMDomanyEGenome-wide midrange transcription profiles reveal expression level relationships in human tissue specificationBioinformatics20052165065910.1093/bioinformatics/bti04215388519

[B49] LyneRSmithRRutherfordKWakelingMVarleyAGuillierFJanssensHJiWMclarenPNorthPFlyMine: an integrated database for *Drosophila *and *Anopheles *genomicsGenome Biol20078R12910.1186/gb-2007-8-7-r12917615057PMC2323218

[B50] LiuJZhangYLeiXZhangZNatural selection of protein structural and functional properties: a single nucleotide polymorphism perspectiveGenome Biol20089R6910.1186/gb-2008-9-4-r6918397526PMC2643940

[B51] FlicekPAkenBLBallesterBBealKBraginEBrentSChenYClaphamPCoatesGFairleySEnsembl's 10th yearNucleic Acids Res201038D55756210.1093/nar/gkp97219906699PMC2808936

[B52] WangLWangSLiYParadesiMSBrownSJBeetleBase: the model organism database for *Tribolium castaneum*Nucleic Acids Res200735D47647910.1093/nar/gkl77617090595PMC1669707

[B53] ElsikCGWorleyKCZhangLMilshinaNVJiangHReeseJTChildsKLVenkatramanADickensCMWeinstockGMCommunity annotation: procedures, protocols, and supporting toolsGenome Res2006161329133310.1101/gr.558060617065605

[B54] O'BrienKPRemmMSonnhammerELInparanoidA Comprehensive Database of Eukaryotic OrthologsNAR200533D476D4801560824110.1093/nar/gki107PMC540061

[B55] EdgarRCMUSCLE: a multiple sequence alignment method with reduced time and space complexityBMC Bioinformatics2004511310.1186/1471-2105-5-11315318951PMC517706

[B56] TreeSoft: Softwares for Phylogenetic Treeshttp://treesoft.sourceforge.net/treebest.shtml

[B57] RuanJTreeFam: UpdateNucleic Acids Res200836D735D7401805608410.1093/nar/gkm1005PMC2238856

[B58] GuindonSLethiecFDurouxPGascuelOPHYML Online-a web server for fast maximum likelihood-based phylogenetic inferenceNucleic Acids Res200533W557W55910.1093/nar/gki35215980534PMC1160113

# Supplementary material for: A comprehensive gene expression atlas of sex- and tissue-specificity in the malaria vector, Anopheles gambiae
**Source:** BMC Genomics. 2011 Jun 7;12:296. doi: 10.1186/1471-2164-12-296

Supplementary Fig. 1. Correlation between replicates. For each tissue and sex, normalized intensity values of replicate hybridizations were plotted against each other and the corresponding Pearson's correlation co-efficient calculated. All treatments display high correlation, indicating low variation between replicates and excellent reproducibility.

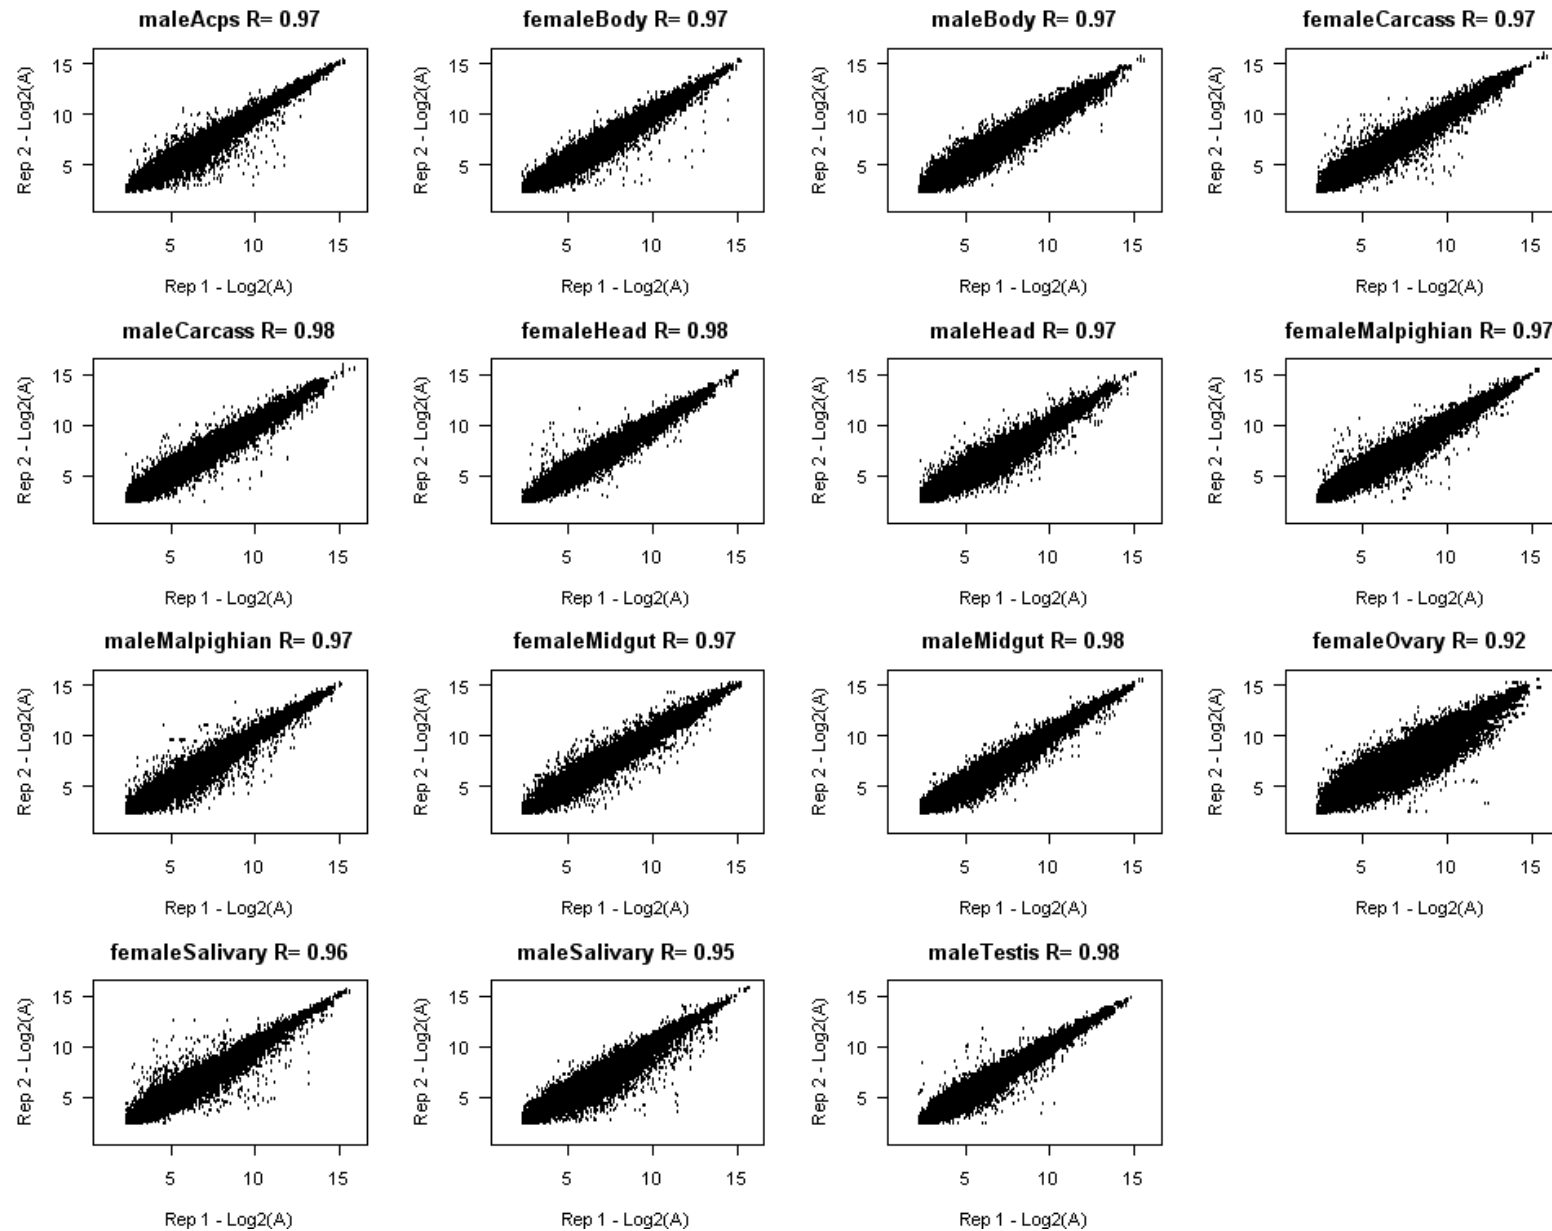

**Supplement:** Additional file 1 — Figure S1 - Correlation of gene expression between replicate samples.

# Supplementary material for: A comprehensive gene expression atlas of sex- and tissue-specificity in the malaria vector, Anopheles gambiae
**Source:** BMC Genomics. 2011 Jun 7;12:296. doi: 10.1186/1471-2164-12-296

Supplementary Fig.2. Hierarchical clustering of probe intensity among tissue replicates as measured by Euclidean Distance. Branch support was estimated with 10,000 bootstrapped replicates.

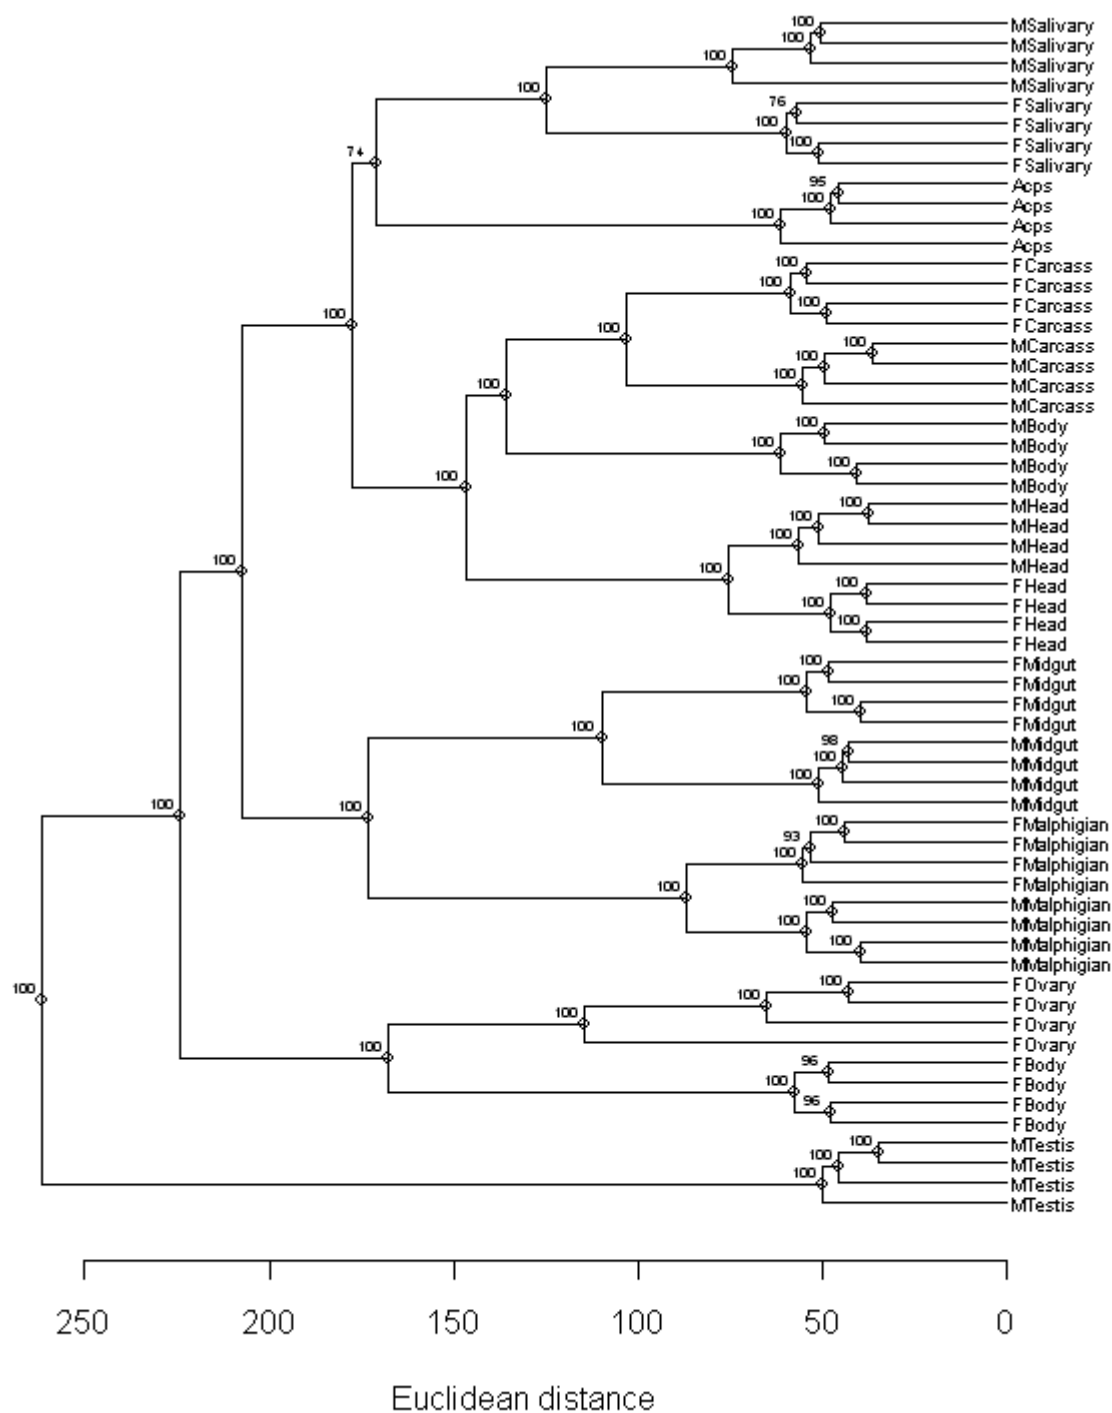

**Supplement:** Additional file 2 — Figure S2 - Hierarchical clustering of probe intensity.

How the deposited data were processed for this re-analysis (not part of the article)

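The series holds 60 Affymetrix arrays of adult *Anopheles gambiae*, 4 biological replicates in each of 15 groups: head, carcass, midgut, Malpighian tubules, salivary gland and whole body of each sex, ovary, testis and male accessory gland. Samples were grouped by tissue and sex from their labels. Females had taken a blood meal at 3 days, and each replicate pooled dissections at 24, 48 and 72 h, according to the paper. The sample labels instead give an age of 5 days and name a blood meal for both sexes; the paper was followed. Per the authors, the intensities were made with GCRMA from the array scans and normalized within each tissue across both sexes, and they were deposited as linear values. The table was checked for this: values had 9 different floors, each shared by all arrays of a tissue, and array medians ran from 5.32 to 5.75. The number of arrays limits the precision of every value.

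The intensities were taken as log2 without further normalization. The array holds 22761 probe sets, of which 16884 have identifiers beginning with Ag and 4506 identifiers beginning with Pf. A further 290 have plain-number identifiers and 1081 others. Counts and tests are of the Ag probe sets, except for replicate correlations, the join of genes, the plain-number probe sets and 1 alternative with all probe sets. A probe set was detected in a group at log2 5 or above (intensity 32) in at least 3 of 4 arrays, and in a tissue when detected in either sex. This limit stands in for the authors' mismatch calls, which were not used here. Over the genes joined to probe sets, it matched the present and absent values of the authors' tables in 80.9% of cases, with 22.7% of present values under it and 4.8% of absent values at or above it. A limit of log2 4 matched in 88.0%, with 10.0% of present values under it and 20.0% of absent values at or above it. At log2 6 the match was 67.4%. Over these genes the limit of log2 5 was therefore not the closest to the authors' values.

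Sexes were compared tissue by tissue, and ovary, testis and accessory gland were each compared with the carcass of the same sex, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). P-values were adjusted by Benjamini-Hochberg over the probe sets detected in either group. A probe set was called at a log2 fold change of at least 1 and an adjusted p under 0.05. A moderated F-test of sex by tissue terms over the 40 somatic arrays asked whether the sex difference varied between tissues. Shares carry 95% Wilson intervals, female shares were tested against equal numbers with exact binomial tests, and X-linked shares with Fisher's exact test, two-sided. These intervals and tests treat probe sets as independent and do not measure the spread between replicates. Tau was computed over the 8 dissected tissues. Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 did the remaining work. The limma comparison was tested on simulated data: of 200 changed probe sets among 4181, 90% were recovered at a log2 change of 1.5 and 100% at 3, and 3 of 193 calls were false.

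No table pairing probe sets with genes was used. Genes were joined through the relative abundance values of the first 1998 rows each of Tables S2 and S3, which cover 1:1 orthologues. For 1352 genes with at least 3 tissues above 0, the values listed for those tissues were used. Each probe set's relative abundance over the same tissues was compared with them, and tissues with a value of 0 were left out. In this way 1173 genes had exactly 1 probe set within 0.0006 in every tissue compared. In 20 shuffles of the values among the tissues above 0, 3.65 genes were matched on average. Chromosome arms were read from the probe set identifiers, which was decided after the table was seen, since the design had asked for an arm from a reference table. The check on neighbouring genes is given with the X results.

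Comparisons, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule names, for each sex comparison, the 10 joined genes most changed each way whose 4 arrays of one sex all lay above those of the other, the 10 most enriched in each of ovary, testis and accessory gland, and identifiers on lists of marker genes. Of 33 lists with 43 identifiers written out, only 2 genes could be joined, AGAP001826 and AGAP010147. Tests of whole lists with camera and fry need 5 members and could not be run. Tissue-specific, X-linked and cluster genes named outside the rule were chosen after their values were seen.

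Alternatives changed one choice at a time: quantile normalization of all 60 arrays, detection limits of log2 4 and 6 or none, detection in all 4 arrays, a log2 fold change of at least 2, replicate number as a block, trend and robust variances, an ordinary linear model, all arrays in one fit, the carcass of both sexes, no _s_at or _x_at probe sets, and each replicate number left out in turn, where detection then needed 2 of 3 arrays. Added after the data were seen were detection above the 95th percentile of the Pf probe sets, all probe sets of the array, correlations of linear values and of Ag probe sets alone, other backgrounds for the X tests, and each number after the arm counted once. Claims on gene function, odorant receptors, chorion genes, orthologues, *Drosophila* and sequence variation were not analysed here.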

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

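The tests of the plain-number probe sets, the share of head calls that were higher in the head, where the top salivary gland genes were brightest, the count of joined genes on the X, the splits that part pairs, and the ovary as a check on X probes were chosen only after the results were seen.

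The 4 arrays of each of the 15 groups were checked on 2 measures, at the low and at the high end, in 60 tests. Chance marks about 1 in 20 groups per measure, both ends together. An array far from the others of its group was marked by 2 of the tests. Replicate 1 of the male Malpighian tubules had a mean correlation of 0.9872 with the other replicates, which lay between 0.9887 and 0.9889. Replicate 4 of the testis had 5779 detected probes and the others 5672 to 5689. Both gaps are small.

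The sex difference varied between the somatic tissues for 4415 probes, and 320 were called female-biased in one somatic tissue and male-biased in another, a difference between groups that the paper does not report gene by gene. AGAP010794 was female-biased in the midgut (11.36 ± 0.43 against 5.76 ± 0.81) and male-biased in the salivary gland (5.36 ± 0.46 against 9.40 ± 0.59), so that its sex difference moved by 9.63 on the log2 scale (adjusted p = 1.6e-18 from limma's interaction test). In the Malpighian tubules it was at 13.02 in females and 12.92 in males. AGAP006793 was female-biased in the carcass (6.34 against 3.18) and male-biased in the midgut (6.85 against 11.14), a shift of 7.45 (adjusted p = 2.4e-09). AGAP008647 was female-biased in the carcass (8.26 against 4.91) and male-biased in the salivary gland (6.09 against 9.13), a shift of 6.38 (adjusted p = 3.49e-12). In 100 draws of the sex labels within tissue, the real one included, 1 reached 4415 and the highest other gave 1217. The draws remove the sex difference as a whole, not only its variation between tissues. They therefore cannot decide on chance for the variation alone. Carry-over of other tissues into salivary gland samples was not tested: all 10 of the most male-biased genes there, AGAP010794 among them, and 6 of the 10 most female-biased were brighter in another dissected tissue, on arrays normalized separately. The same held for all 10 of the most female-biased genes of the head and 9 of the 10 of the midgut. It held for only 4 of the 10 most female-biased genes of the carcass and 1 of the Malpighian tubules. Among the 10 most male-biased genes it held for 8 in the head, 7 in the Malpighian tubules, 5 in the carcass and 3 in the midgut.

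A signal appeared among 290 probe sets with plain-number identifiers, which the paper does not discuss: 6 of them were detected in the female and not in the male midgut. The brightest of them was at 14.65 ± 0.18 in the female midgut, 12.69 ± 0.83 in the female whole body and 3.00 ± 0.11 in the male midgut. RNA of the blood meal is a candidate source: all 6 were higher in the female than in the male whole body, and only 2.27% of their 264 values in other dissected tissues reached the detection limit. The intensities alone cannot tell mosquito transcripts induced by feeding apart from RNA of the blood meal. Of the 6, only 1, the brightest, was detected in a dissected tissue other than the midgut, the male accessory gland. Its value there was almost the same in all 4 arrays (5.68 ± 0.00), so this is not read as expression. Among 192 female-biased *Anopheles* probes likewise not detected in the male midgut, 152 were detected in another dissected tissue (Fisher's exact test, p = 0.00252). The remaining 40 of the 192 were also confined to the female midgut. The transcripts that the 6 probe sets were designed to detect were not looked up. Their identity was therefore not used to decide the source, which it might settle. According to the paper only the females took blood, whereas the sample labels name a blood meal for both sexes. If the paper is right, sex and meal cannot be separated in this design, and no sequence was examined.

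The head had the strongest lean to females. Normalization within the tissue stays open as its cause. The share was 62.7% after quantile normalization of all 60 arrays, but that step starts from values already normalized within the tissue and cannot undo it. The authors state that head samples of both sexes hold some fat body. More of it, or of other carcass tissue, in the female samples stays open: 48.1% of the female-biased head probes were female-biased in the carcass too, between the bounds set for and against it, and 51.4% of the male-biased ones were male-biased there, so sharing with the carcass was not peculiar to females. Among the 183 calls that were higher in the head than in the carcass of the same sex the female share was 47.0% (39.9 to 54.2). The share stayed above 50% without each replicate, and its lowest value, 59% (54.9 to 63.1) without replicate 2, came from male-biased calls rising from 148 to 224 while female-biased calls rose from 295 to 323, so no single replicate made the whole lean. A part played by one stays open, as 59% lies between the bounds set. A difference between female and male heads themselves stays open too. The 225 calls not shared with the carcass were 68.0% female. Extra carcass tissue could raise probes that were not called in the carcass, so this share cannot separate the 2.

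Few testis probes lay on the X. Several probes of the same gene counted separately are argued against, since the odds ratio was 0.074 with each number after the arm counted once, which merged 7880 probes to 7008 and the testis set from 1023 to 1005. Among joined genes, each with 1 probe, 0 of 91 in the set were X-linked and 134 of 1016 others (Fisher's exact test, p = 6.57e-06). X-linked genes were more common among these others than among all other detected probes (7.35%). The joined genes are thus not an even sample of the arms, and this p-value depends on that background. Weak probes on the X are argued against in part: X probes were detected in the soma or ovary 0.743 times as often as autosomal ones (0.687 to 0.799), between the bounds set for and against, but weak probes would deplete the ovary set as well, and its X share of 7.69% (5.26 to 11.1) lay above that of the testis set (0.59%, 0.27 to 1.27). A biological cause in the testis may be at work, but no mechanism was tested here.

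For each of the 9 comparisons between 2 groups of 4 arrays, 1 of the 35 splits, the real one, reached its count. This is the smallest share that 35 splits allow, and it was not adjusted over the 9. Samples with the same replicate number resembled each other in the Malpighian tubules (mean correlation of the residuals 0.23) and in the ovary comparison (0.233). In the other comparisons this mean was lower, down to -0.067 in the head. Where replicate numbers pair the samples, only 8 splits part all 4 pairs, too few for a share under 0.05. In the Malpighian tubules the highest other of these 8 gave 0. The highest other among all 35 there, which kept a pair together, gave 6. The real count and the highest other were 3445 and 0 in the whole body, 1472 and 4 in the carcass, 443 and 75 in the head, 1184 and 0 in the salivary gland, 1179 and 0 in the midgut and 810 and 6 in the Malpighian tubules. Against the carcass they were 2640 and 1 for the ovary, 3193 and 0 for the testis and 1146 and 0 for the accessory gland.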

How the results depend on the processing

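Detection above the Pf probes, all probe sets of the array, correlations of linear values, and the somatic backgrounds for the X were chosen only after the data were seen.

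Over 409 values of 38 results under the alternatives, 359 kept their direction and side of the threshold or moved little, 31 moved, 12 fell short of the threshold, 2 passed it and 5 reversed. Of 58 values added later, 44 were the same, 7 moved, 4 were weaker, 1 was stronger and 2 reversed. Of 2328 values of named genes 2293 were the same, 28 were weaker, 2 stronger and 5 reversed; of 330 added, 328 were the same and 2 weaker. The female lean of the head and the few testis probes on the X kept their direction and passed their tests under each alternative run. Unless said, the cause of a change was not tested.

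Quantile normalization of all 60 arrays gave female shares of 50.2% in the carcass and 49.9% in the whole body, both reversed, and 48.9% in the Malpighian tubules and 52.6% in the salivary gland. It left 1988 testis-enriched and 610 testis-specific probes, 36.4% of probes not in the whole body, 55.41% of ovary-enriched probes female-biased there, and X odds ratios of 0.981 for the ovary set (reversed) and 1.286 for male-biased somatic probes (p = 0.0909, Fisher's exact test).

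A log2 fold change of at least 2 is stricter by construction. It called 1750 sex-biased probes in the whole body, 356 in the carcass, 144 in the head, 528 in the salivary gland, 518 in the midgut and 237 in the Malpighian tubules, and 1737 ovary- and 514 accessory gland-enriched. The female share reversed to 63.8% in the carcass and 45.6% in the salivary gland and was 51.7% in the whole body. Dimorphic probes came to 30.66%, and 37.13% of ovary-enriched and 4.82% of testis-enriched probes were biased in the whole body.

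With detection at log2 4, 32.42% were detected in all 8 tissues, 25.95% not in the whole body, 58.33% were dimorphic, 6.89% of testis-enriched probes were male-biased in the whole body and the ovary X odds ratio was 2.032. At log2 6 these gave 20.59% in all 8 tissues and 34.2% not in the whole body, with female shares of 48.0% in the midgut and 51.2% in the whole body. In all 4 arrays they were 25.12% and 30.8%. Without a filter the head had 276 calls, and 49.31% of ovary-enriched probes were female-biased in the whole body.

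Above the Pf probes 13728 were detected, 38.8% in all 8 tissues and 25.8% not in the whole body, 190 were specific to the salivary gland, 40.43% dimorphic and 7.17% of testis-enriched probes male-biased in the whole body. X odds ratios were 1.855 (ovary) and 1.286 (male-biased), and the top 10% odds ratio of the accessory gland reversed to 0.605.

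Among other X settings, one gonad and not the other gave 2.109 for the ovary, and male-biased probes without the condition on testis and ovary 1.155. Against somatic probes absent from both gonads male-biased probes reversed to 0.657 and female-biased probes were at 1.339. The midgut share was 47.2% without moderation and 47.6% with all probe sets of the array (51.5% in the whole body). The lowest replicate correlation was 0.9075 by Spearman, 0.8241 on linear values and 0.7333 over detected probes. Linear values left 2 probes with tau under 0.15, and undetected values as measured 0 with tau above 0.85.

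Without each replicate in turn, the female share ran from 43.3% to 49.6% in the midgut (49.6% without replicate 1) and from 50.3% to 53.3% in the whole body, the male-biased X odds ratio from 1.277 to 1.599, ovary-enriched probes female-biased in the whole body from 50.57% to 54.49%, and probes not in the whole body from 28.2% to 29.16%, where fewer arrays were needed. AGAP001826 ran from -0.02 to 0.86 in the head and from -0.68 to 0.17 in the whole body, and AGAP010147 from -0.36 to 0.85 in the head, none of them called.

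Not run were the highest-mean probe set per gene, for want of a gene table, the gene list settings, with fewer than 5 members, and *Plasmodium* probe sets as worded, which the table does not name. Signal over background limits weak probes: array medians were near the floor.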

Differences from the paper's values

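The somatic background for the X and the comparison of male- with female-biased probes on it were chosen only after the values were seen. Counts here are of probes under a fixed detection limit, in place of the paper's mismatch calls.

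The paper reports a testis-specific share of 10%, and here it was 18.27%. Of the alternatives set before the data were examined, quantile normalization (14.78%) closes the gap to under 1.5 times, and detection in all 4 arrays (19.6%), at log2 4 (16.25%) or log2 6 (21.18%) and leaving out each replicate (17.25% to 18.02%) do not.

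For the ovary the paper's specific share is 4%, and here it was 7.41%. Detection at log2 4 (4.33%) falls within the paper's value. Detection in all 4 arrays (7.39%), at log2 6 (11.39%), quantile normalization (8.22%) and leaving out each replicate (6.74% to 7.38%) do not.

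The paper counts 54 genes specific to the accessory gland, and 112 probes were found here, probes and not genes. None of the alternatives closes the gap: 119 in all 4 arrays, 123 at log2 4, 107 at log2 6, 164 after quantile normalization, and 103 to 110 without each replicate. The paper's share for the gland is not over 1.5 times from the 2.98% here.

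The paper's share of testis probes on the X is about 2.3% in Fig. 4A, read by eye, and 0.59% was found here. Counting probes of the testis and not the ovary whatever the somatic tissues gives 1.92% and closes the gap. Detection in all 4 arrays (0.58%), at log2 4 (1.15%) or log2 6 (0.66%), quantile normalization (0.33%) and leaving out each replicate (0.49% to 0.68%) do not.

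The paper's share of ovary probes on the X is about 13% in Fig. 4A, read by eye, and here it was 7.69%. Detection at log2 4 (13.01%) and probes of the ovary and not the testis (11.77%) close the gap, and detection in all 4 arrays (7.82%), at log2 6 (8.21%), quantile normalization (6.88%) and leaving out each replicate (7.38% to 8.57%) do not.

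The paper finds too few male-biased somatic genes on the X. Here 8.96% of them were X-linked against 6.29% of all other detected probes, the opposite direction, but the bars of Fig. 4B sum to 100 over the sexes and so are another measure. Male- against female-biased probes gave an odds ratio of 0.601 (Fisher's exact test, p = 0.014), the paper's direction. Against somatic probes absent from testis and ovary (13.02%), a background chosen after the values were seen, they were fewer, with an odds ratio of 0.657. The female shares of sex-biased probes printed in Fig. 2A match those found here to within 1 point in each tissue.

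The paper states that most tissue-specific genes of somatic tissues are found in a single sex, most of all in midgut, salivary gland and carcass. Here single-sex detection held for 72 of 110 in the salivary gland, 95 of 163 in the carcass, 77 of 161 in the midgut, 83 of 176 in the Malpighian tubules and 45 of 191 in the head, a majority in the first 2 tissues. The paper's tree in Fig. 2B joins the male carcass with the male whole body first, whereas here the male carcass paired first with the female carcass, at a distance of 90.7 against 112 to the male whole body.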

Other observations

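The testis genes in male somatic samples, the carcass gene AGAP007851 and the lipophorin values outside head and whole body were chosen only after their values were seen.

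AGAP009940, bright in the testis, was at 6.11 ± 0.85 in the male and 2.98 ± 0.06 in the female salivary gland (log2 intensity, SD, n = 4). AGAP001620, also bright in the testis and detected in the male salivary gland, was not detected in 2 other groups but had means of 4.99 ± 1.92 in the male Malpighian tubules and 3.98 ± 2.25 in the accessory gland, with a wide spread between replicates, against 2.45 ± 0.04 in the female tubules. No test separated carry-over of RNA of the testis, or of other tissues, from expression in these samples.

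The lipophorin AGAP001826 was higher in the female salivary gland (12.06 ± 0.80 against 9.12 ± 0.80, adjusted p = 0.00115 from limma) and Malpighian tubules (8.67 ± 1.06 against 5.89 ± 0.88, adjusted p = 0.00418, but 0.0802 without a detection filter). AGAP007851 was at 13.59 ± 0.07 in the female and 14.09 ± 0.17 in the male carcass. Unlike the lipophorin it was higher in the male salivary gland, by 55.1-fold. The muscle gene AGAP010147 reached 7.83 ± 1.53 in the male and 6.53 ± 0.82 in the female whole body (adjusted p = 0.0901). It was called there without replicate 1 (a log2 difference of -2.11, adjusted p = 0.0126) and with all 60 arrays in one fit (adjusted p = 0.0366), and ran to -0.85 without replicate 4.

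AGAP000181, on the X, was female-biased in the Malpighian tubules, carcass and midgut but was also bright in the male accessory gland (10.22 ± 0.33), with the male carcass under the detection limit (3.21 ± 0.36).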
